# LaminA/C regulates epigenetic and chromatin architecture changes upon aging of hematopoietic stem cells

**DOI:** 10.1186/s13059-018-1557-3

**Published:** 2018-11-07

**Authors:** Ani Grigoryan, Novella Guidi, Katharina Senger, Thomas Liehr, Karin Soller, Gina Marka, Angelika Vollmer, Yolanda Markaki, Heinrich Leonhardt, Christian Buske, Daniel B. Lipka, Christoph Plass, Yi Zheng, Medhanie A. Mulaw, Hartmut Geiger, Maria Carolina Florian

**Keywords:** Hematopoietic stem cell (HSC), Aging, Chromatin architecture, LaminA/C, Chromosome 11

## Abstract

**Background:**

The decline of hematopoietic stem cell (HSC) function upon aging contributes to aging-associated immune remodeling and leukemia pathogenesis. Aged HSCs show changes to their epigenome, such as alterations in DNA methylation and histone methylation and acetylation landscapes. We previously showed a correlation between high Cdc42 activity in aged HSCs and the loss of intranuclear epigenetic polarity, or epipolarity, as indicated by the specific distribution of H4K16ac.

**Results:**

Here, we show that not all histone modifications display a polar localization and that a reduction in H4K16ac amount and loss of epipolarity are specific to aged HSCs. Increasing the levels of H4K16ac is not sufficient to restore polarity in aged HSCs and the restoration of HSC function. The changes in H4K16ac upon aging and rejuvenation of HSCs are correlated with a change in chromosome 11 architecture and alterations in nuclear volume and shape. Surprisingly, by taking advantage of knockout mouse models, we demonstrate that increased Cdc42 activity levels correlate with the repression of the nuclear envelope protein LaminA/C, which controls chromosome 11 distribution, H4K16ac polarity, and nuclear volume and shape in aged HSCs.

**Conclusions:**

Collectively, our data show that chromatin architecture changes in aged stem cells are reversible by decreasing the levels of Cdc42 activity, revealing an unanticipated way to pharmacologically target LaminA/C expression and revert alterations of the epigenetic architecture in aged HSCs.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1557-3) contains supplementary material, which is available to authorized users.

## Background

Somatic stem cell activity is critical for tissue regeneration, and the decline in stem cell function upon aging contributes to tissue attrition [1]. In particular, hematopoiesis in the elderly presents with an aging-associated immune remodeling that manifests as a decrease in red blood cells (RBC) and lymphoid cells (T and B cells) in bone marrow (BM) and peripheral blood (PB) as well as an increase in myeloid cells and in the incidence of leukemia. These aging-associated changes are, at least in part, a consequence of intrinsic aging of hematopoietic stem cells (HSCs) [1–7].

Upon aging, the HSC epigenome undergoes an “epigenetic drift” [8–10] that comprises alterations in the global and local DNA/histone methylation and histone acetylation landscape [9, 11–15]. The meaning and the consequences of this epigenetic drift for HSC aging are overall controversially discussed. For example, it was reported that there is an increase of domains that are marked by both active (H3K4me3) and repressive (H3K27me3) histone modifications in aged compared to young HSCs [14]. In addition, specific alterations of DNA methylation were also shown to occur upon HSC aging at genomic regions targeting genes not expressed in stem cells but only in downstream progenitor and effector cells [9, 15]. These observations might imply that the contribution of epigenetic changes to HSC aging could be to some extent beyond the immediate direct regulation of gene transcription in stem cells. Furthermore, a mechanism explaining the general impact of aging on any epigenetic alterations is still largely missing, preventing the development of a targeted approach to eventually improve aged stem cell function.

Previously, we reported that young and aged HSCs differ in both the level and the polar distribution (epigenetic polarity or “epipolarity”) of histone 4 acetylated on lysine 16 (H4K16ac). H4K16ac levels and epipolarity in HSCs are regulated by the activity of the small RhoGTPase Cdc42. Indeed, a reduction of the aging-associated elevated Cdc42 activity by a small molecule compound CASIN (*C*dc42-*a*ctivity *s*pecific *in*hibitor) restores H4K16ac levels and epipolarity and rejuvenates the function of chronologically aged HSCs (Fig. 1a) [1, 16, 17]. These data imply a tight connection between a change in levels and epipolarity of H4K16ac and aging and rejuvenation of HSCs (Fig. 1a). The 3D distribution of specific histone post-translational modifications (PTMs) correlates with the organization of chromatin and the architecture of the nucleus [18–20]. Therefore, we hypothesize that alterations in H4K16ac in aged HSCs might be linked not only to a possible regulation of gene transcription, but also to the organization of chromatin and/or chromosome architecture. So far, it remains elusive whether chromatin and/or chromosome architecture is altered upon HSC aging, which mechanisms underlie these epigenetic alterations, and eventually whether they might represent a target in aged stem cells.

**Fig. 1:**
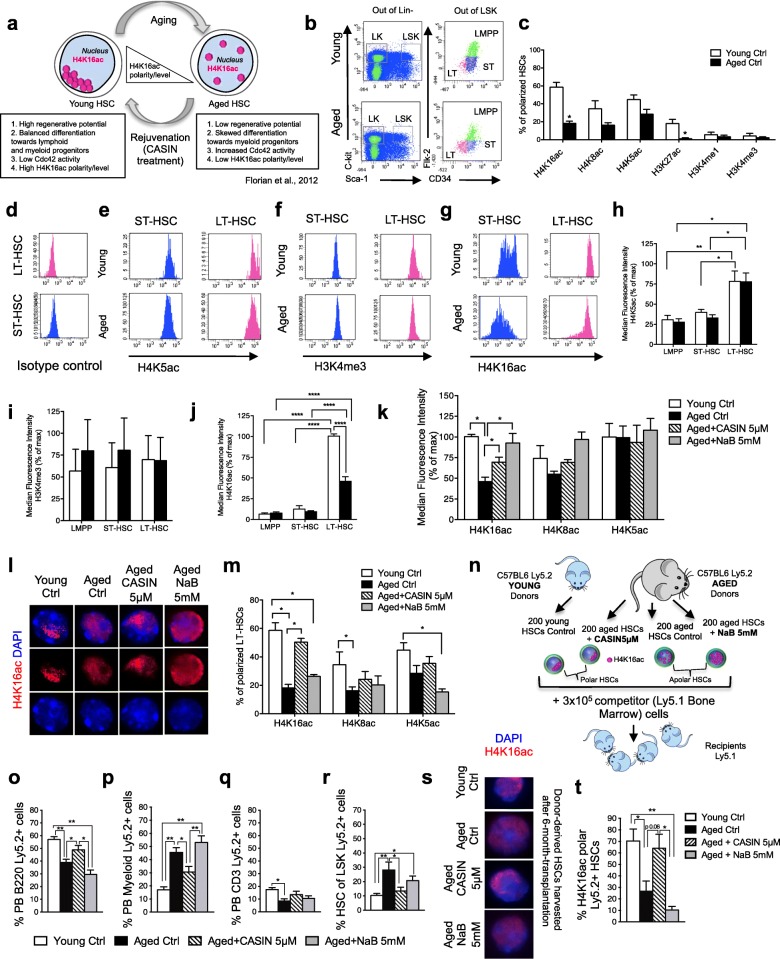
The change in the spatial distribution of H4K16ac upon aging is linked to a change in HSC function. **a** Aging of HSCs. Cartoon scheme of the main previous findings [16]. **b** Representative FACS dot plots of HSCs (Lin-c-kit+Sca-1+Flk2-CD34-), ST-HSCs (Lin-c-kit+Sca-1+Flk2-CD34+), LMPPs (Lin-c-kit+Sca-1+Flk2+CD34+), and LSKs (Lin-c-kit+Sca-1+) gating strategy of young and aged lineage-depleted BM cells. **c** Percentage of young and aged HSCs with a polar distribution of H4K16ac, H4K8ac, H4K5ac, H3K27ac, H3K4me1, and H3K4me3; *n* = 3–4 biological repeats; ~ 150–200 single HSCs scored per sample in total; *p < 0.001. **d** Representative FACS histograms of an isotype control stained sample. Gates for LT-HSCs and ST-HSCs. Representative FACS histograms of H3K5ac (**e**), H3K4me3 (**f**), and H4K16ac (**g**) of young and aged samples. LT-HSCs and ST-HSCs gates are shown. Median fluorescence intensity of H3K5ac (**h**), H3K4me3 (**i**), and H4K16ac (**j**) plotted as a percentage of young control in young and aged HSCs, ST-HSCs, and LMPPs. Shown are mean values + 1 SE; *n* = 4–7 biological repeats; *p < 0.05. **k** Median fluorescence intensity of H4K16ac, H4K8ac, and H4K5ac plotted as a percentage of young control in young, aged, aged CASIN-treated (5 μM, 16 h), and aged NaB-treated (5 mM, 16 h) HSCs. Shown are mean values + 1 SE; *n* = 4 biological repeats; *p < 0.05. **l** Representative distribution of H4K16ac in young, aged, aged CASIN-treated (5 μM, 16 h), and aged NaB-treated (5 mM, 16 h) HSCs. Bar = 2 μm. Panels show DAPI (nucleus, blue), H4K16ac (red). **m** Percentage of young, aged, aged CASIN-treated (5 μM, 16 h), and aged NaB-treated (5 mM, 16 h) HSCs with a polar distribution of H4K16ac; *n* = 3–4 biological repeats; ~ 150–200 single HSCs scored per sample in total; *p < 0.05. **n** Schematic representation of the experimental setup for HSC transplantation. Percentage of B220^+^ (**o**), myeloid (Gr1^+^, Mac1^+^, and Gr1^+^Mac1^+^) (**p**), and CD3^+^ (**q**) cells among Ly5.2^+^ donor-derived cells in peripheral blood (PB) of recipient Ly5.1^+^ mice; *p < 0.05, **p < 0.01; *n* = 12–19. **r** Percentage of HSCs among donor-derived Ly5.2^+^ LSKs in BM of recipient Ly5.1^+^ mice; *p < 0.05, **p < 0.01; *n* = 12–19. **s** Representative distribution of H4K16ac in donor-derived Ly5.2^+^ HSCs sorted from mice after 24 weeks from transplant with young, aged, aged CASIN-treated (5 μM, 16 h), and aged NaB-treated (5 mM, 16 h) HSCs. Bar = 2 μm. Panels show DAPI (nucleus, blue), H4K16ac (red). **t** Percentage of H4K16ac-polarized donor-derived Ly5.2^+^ HSCs sorted from mice after 24 weeks from transplant with young, aged, aged+CASIN 5 μM, and aged+NaB 5 mM HSCs; *n* = 3 biological repeats; ~ 100–150 single HSCs scored per sample in total; *p < 0.05, **p < 0.01

Here, we report that changes in polarity of H4K16ac are tightly linked to the alteration in the localization of specifically chromosome 11 within the nucleus of HSCs upon aging, while alterations in the level of H4K16ac do not generally correlate with epipolarity nor with the function of HSCs. Mechanistically, we demonstrate that the nuclear envelope protein LaminA/C causatively confers changes in the nuclear volume and shape, in H4K16ac epipolarity, and in the localization of chromosome 11 homologs upon HSC aging in response to changes in the activity levels of Cdc42. Consistently, HSCs deficient of LaminA/C present with premature aging-like phenotypes that extend to alterations in nuclear volume and shape, chromosome 11 homologs localization, and H4K16ac epipolarity. Collectively, our data unravel a novel Cdc42-LaminA/C axis that is implicated in preserving chromatin architecture and function of hematopoietic stem cells upon aging.

## Results and discussion

### The change in the spatial distribution of H4K16ac upon aging is linked to a change in HSC function

Aged HSCs show both a change in the overall level of H4K16ac and a change in the spatial distribution of H4K16ac within the nucleus (Additional file 1: Figure S1a), which we described as a loss of epigenetic polarity (or epipolarity) [16] (Fig. 1a). Therefore, we also asked whether in general other histone PTMs localize differently in HSCs upon aging (the representative gating strategy is depicted in Fig. 1b) or not and whether the level of a histone PTM and its spatial distribution within the nucleus are linked.

H4K8ac, H4K5ac, and H3K27ac also displayed a polar distribution in young HSCs, but to an overall lower frequency compared to H4K16ac, and only H3K27ac showed a significant further decline in the frequency of cells with a polar distribution upon aging (17.9 ± 4.6% in young HSCs and 1.1 ± 1.1% in aged). H3K4me1 and H3K4me3 displayed no polar distribution in either young or aged HSCs (Fig. 1c and Additional file 1: Figure S1b-c). The data imply that the reduction of epipolarity in HSCs upon aging is selective and predominantly affects H4K16ac. The high frequency of H4K16ac epipolarity in young HSCs is also specific to the more primitive stem cell population, since the level of H4K16ac epipolarity in slightly more differentiated short-term HSCs (ST-HSCs, sorted as lineage- c-kit+ sca1+ CD34+ Flk2- BM cells; gating in Fig. 1b) was very low and not altered upon aging (Additional file 1: Figure S1d).

Next, we asked whether the levels of PTMs change in hematopoietic stem and progenitor cells (LT-HSCs, ST-HSCs, and lymphoid multipotent progenitors or lymphoid-primed multipotent progenitors (LMPPs), gated as lineage- c-kit+ sca1+ CD34+ Flk2+ BM cells; see Fig. 1b for the gating strategy) upon aging. By intracellular flow cytometry, three distinct patterns were observed. In the first one (that applied to H4K5ac), the level of histone PMT was distinctly high in stem cells and was not altered upon aging (Fig. 1d, e, h). The second pattern (comprising H3K4me1, H3K4me3, H4K8ac, and H3K27ac) displayed no stem cell- and aging-specific changes in the level (Fig. 1f, i and Additional file 1: Figure S1e-j). The third pattern was defined by H4K16ac, for which the level was distinctly high in stem cells and decreased with age in an HSC-specific way (Fig. 1g, j). Among the PTMs analyzed, H4K16ac is thus distinct with respect to both changes in polarity and level in HSCs upon aging. In addition, our data imply that in general, changes in the distribution and amount of histone PTMs upon aging do not affect all PTMs uniformly.

The data do not reveal whether the change in the level of H4K16ac or the change in its distribution or a combination of both correlates with changes in the function of HSCs upon aging. To experimentally address this question, we increased the level of H4K16ac in aged HSCs to the level seen in young HSCs via in vitro treatment of aged HSCs with 5 mM sodium butyrate (NaB) (Fig. 1k and Additional file 1: Figure S1k). NaB is a broad inhibitor of histone deacetylases (HDACs) [21–23]. The level of H4K5ac and H4K8ac in aged HSCs was not significantly affected by NaB treatment. Therefore, the effect of NaB treatment in HSCs was relatively specific to H4K16ac. Interestingly, as also previously reported [16], inhibition of Cdc42 activity via CASIN at a concentration that resulted in the rejuvenation of aged HSC function increased the level of H4K16ac in stem cells as well, but not to the level achieved by NaB treatment (Fig. 1k). While the treatment with CASIN restored H4K16ac epipolarity, treatment with NaB did not affect epipolarity in aged HSCs (Fig. 1l, m), and aged NaB-treated HSCs remained apolar for H4K16ac. Therefore, the level of H4K16ac does not generally correlate with its distribution in HSCs, and both parameters (level and polarity) are likely independent of each other.

Next, we investigated whether increasing the level of H4K16ac in aged HSCs without changing H4K16ac epipolarity via NaB treatment improves the function of aged HSCs. To this end, 200 aged NaB-treated Ly5.2^+^ HSCs were competitively transplanted alongside 3 × 10^5^ Ly5.1^+^ bone marrow (BM)-supporting cells into lethally irradiated Ly5.1^+^ recipient mice (Fig. 1n). As a control, 200 young, aged, and aged CASIN-treated Ly5.2^+^ HSCs were competitively transplanted into additional sets of lethally irradiated Ly5.1^+^ recipient mice. Twenty-four-week post-transplant animals that received aged HSCs presented with the anticipated aging-associated shift towards more myeloid cells in PB and BM, an increase in the frequency of donor-derived HSCs, and an overall lower donor cell engraftment compared to young HSCs (Fig. 1o–r and Additional file 1: Figure S1l-s) [5, 16, 24, 25]. The contribution to the B- and myeloid cell pool (Fig. 1o, p), stem cell frequency (Fig. 1r), and polarity for H4K16ac in HSCs (Fig. 1s, t) of donor-derived cells in mice transplanted with young and aged CASIN-treated HSCs was almost indistinguishable from each other and significantly different from aged HSCs (also Additional file 1: Figure S1l-**s**). CASIN-treated aged HSCs were thus rejuvenated (as previously reported [16] and here independently reproduced). To note, the re-distribution (repolarization) of H4K16ac in aged HSCs upon CASIN treatment ex vivo was long-term stably transmitted to daughter stem cells, since HSCs harvested from recipients 6 months after transplantation retained a high frequency of H4K16ac epipolarity (Fig. 1s, t).

In contrast, HSCs treated with NaB, which restored the level of H4K16ac in aged HSCs to the level reported for young HSCs (Fig. 1k), without altering its polar distribution (Fig. 1l, m), remained functionally indistinguishable from aged HSCs for all parameters measured (Fig. 1o–t) and were thus not rejuvenated. Therefore, the distribution but not the amount of H4K16ac strongly correlates with aging and rejuvenation of HSCs.

### Changes in H4K16ac epipolarity are linked to changes in chromosome 11 homologs distribution

To further investigate the duality between changes in levels and spatial distribution of H4K16ac, we performed chromatin immunoprecipitation sequencing (ChIP-seq) in young, aged, and aged CASIN-treated (rejuvenated) HSCs alongside RNA-seq profiling on the same sample set, to inform on transcriptome changes possibly associated to H4K16ac (Fig. 2a). 

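The RNA-seq data analysed here comprise 12 samples of sorted hematopoietic stem cells (HSCs), namely 4 of young HSCs (replicates 2 to 5), 5 of aged HSCs (replicates 0 and 2 to 5) and 3 of aged HSCs treated with CASIN (replicates 1 to 3). CASIN inhibits the RhoGTPase Cdc42. The paper states 4 to 5 biological repeats per group and 1000 pooled cells per library, whereas the sample labels give at least 200 cells. Treated cells were kept for 16 h with 5 µM CASIN at 3% O2. Libraries were made with a single-cell RNA-seq kit, sequenced as paired ends, trimmed, aligned to the mouse genome (mm10 RefSeq) with TopHat and processed with Cufflinks. The authors deposited one log2 expression value per gene and sample for 22548 genes. The values were already adjusted so that all samples share a highest value of 16.09 (quantile normalization). Apart from tied genes, as at the lowest value, the samples share nearly the same distribution. No read counts were analysed here, so the depth of each library is unknown and no counting error can be given. In place of depth, the genes that stood above the lowest value of their sample were counted as detected, because in each sample between 2535 and 16470 genes share that lowest value. In young HSCs 6078 to 9673 genes were detected (median 7609.5), in aged HSCs 11463 to 17621 (median 13373) and in aged CASIN-treated HSCs 6845, 7288 and 20013. As a percentage of all genes this was 34.3% ± 7.56 (SD, n = 4) in young, 62.6% ± 11.9 (SD, n = 5) in aged and 50.5% ± 33.2 (SD, n = 3) in aged CASIN-treated samples. The percentage of genes at the lowest value differed between young and aged samples by 28.3 points, larger than the spread between replicates (exact two-sided permutation test, p = 0.00794, the smallest p that 4 samples against 5 allow). The difference of 12.2 points between CASIN-treated and aged samples was not (exact permutation test, p = 0.464). Without CASIN replicate 2 this difference was 31.3 points (exact permutation test, p = 0.0476). The lowest value itself lay between 0.43 and 0.67 in young, between 0.018 and 0.23 in aged and between 0 and 0.63 in CASIN-treated samples. Therefore a gene detected in no sample still shows a small difference between groups. Of all genes, 2143 were detected in all 12 samples and 412 in none. Pearson correlations across genes between samples of one group averaged 0.434 in young (6 pairs), 0.525 in aged (10 pairs) and 0.460 in CASIN-treated HSCs (3 pairs). No pair of samples was close to identical, the highest correlation of any pair being 0.638, and each sample was counted as 1 replicate. Differential expression was tested on the log2 values with limma, in one fit of the 3 groups without a filter on genes.

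**Figure D1:**
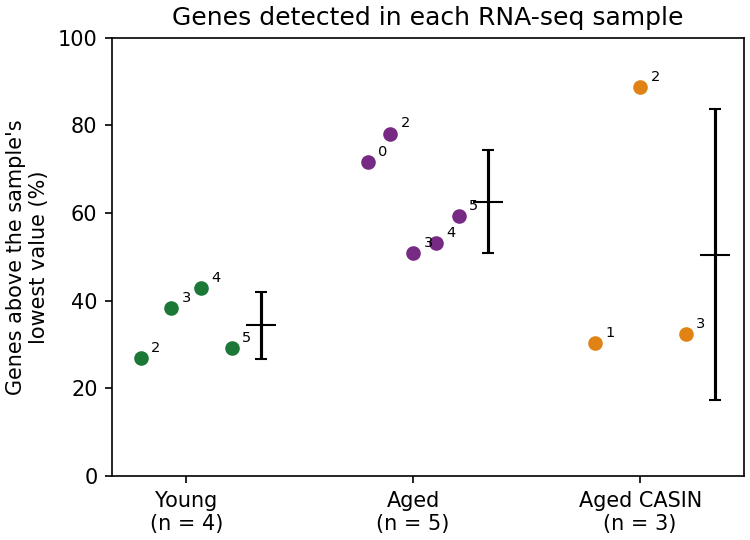
Percentage of the 22548 genes above the lowest value of the sample, on the vertical axis, for each young (n = 4), aged (n = 5) and aged CASIN-treated (n = 3) RNA-seq sample; numbers are replicate numbers and black bars are the mean ± SD. CASIN replicate 2 stands at 88.8%, above all aged samples, and CASIN replicates 1 and 3 stand at 30.4% and 32.3%, within the range of the young samples.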

In general, the H4K16ac ChIP-seq profile in HSCs was characterized by very broad and flat regions of enrichment (see as an example Additional file 1: Figure S2a). Thirty-four thousand nineteen unique H4K16ac-associated peaks were identified from all the samples. Overall, signal intensity was decreased in aged HSCs compared to young, consistent with a reduced level of H4K16ac upon aging, and only very slightly restored in aged CASIN-treated HSCs both at TSS and at all the other genomic regions (Fig. 2b, c). Most of the peaks were associated with intron and intergenic regions, and only a minority was found at TSS and promoters (2.6% and 6.6%, respectively, Fig. 2d). We identified 1358 H4K16ac peaks differentially enriched in young vs aged HSCs and 1135 different peaks when comparing CASIN vs aged samples (Additional file 1: Figure S2b), and their overlap resulted in 211 peaks (Fig. 2e). Out of these, 118 showed the same direction of change (gain) for both young and aged CASIN-treated compared to aged HSCs (see as an example the browser tracks for *Pten* and *Actb*; Additional file 2: Table S1 and Additional file 1: Figure S2c). Using RNA-seq profiling data (Additional file 3: Table S2), we performed principal component analysis (PCA) based between-group analysis (bga) and observed that aged CASIN-treated HSC samples lie equidistantly between young and aged samples (Additional file 1: Figure S2d and Additional file 4: Table S3). 

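Over all 22548 genes, the root mean square difference per gene between group means was 1.44 between aged CASIN-treated and young HSCs, 1.34 between aged CASIN-treated and aged HSCs, and 1.33 between young and aged HSCs, in log2 units. With 3 groups, the axes of a between-group analysis hold the whole of these distances. The ratio of the CASIN-young to the CASIN-aged distance was 1.08 with a jackknife standard error of 0.19, so the 2 distances did not differ by more than the error. With each of the 12 samples left out in turn the ratio lay between 1.01 and 1.16. Scatter between replicates adds to the distance between means. After the part expected from the variance within groups was subtracted, the squared distance was 0.175 between young and aged HSCs, but it came out below 0 from aged CASIN-treated HSCs to both young (-0.055) and aged HSCs (-0.0427). The position of the CASIN-treated mean was thus not resolved from either at this number of samples. In a principal component analysis of the single samples, the first component held 11.3% and the second 10.3% of the variance. On the first component young samples ran from -93.6 to 25.0 and aged samples from 46.4 to 98.6. CASIN replicates 1, 2 and 3 stood at -209, 78.6 and -71.5. The 3 CASIN-treated samples thus spread wider than the young and aged samples together. Young replicates 2, 5, 3 and 4, with 27.0%, 29.1%, 38.4% and 42.9% of genes detected, stood at -93.6, -79.1, -9.09 and 25.0. CASIN replicate 2, with 88.8%, stood among the aged samples. Within the aged samples the 2 orders differed. The component may therefore reflect the number of genes detected and cannot be read as an axis of age or treatment.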

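Distances between the group means of the RNA-seq samples were also computed over the genes that passed a threshold in the young against aged or in the aged CASIN-treated against aged comparison. Over the 461 genes with an unadjusted p under 0.01 in either comparison, the CASIN-young distance was 2.98 and the CASIN-aged distance 3.04 log2 units per gene, a ratio of 0.982 (jackknife standard error 0.319). Over the 1933 genes with an unadjusted p under 0.05 the ratio was 0.994. Over the 6 genes with a Benjamini-Hochberg adjusted p under 0.05 in limma the distances were 2.84 and 8.00 (ratio 0.355, jackknife standard error 0.827). Over the 2 genes left after Bonferroni adjustment, Kcnq1ot1 and 2700054A10Rik, they were 0.82 and 12.74 (ratio 0.0643, jackknife standard error 0.731). Without Kcnq1ot1 and 2700054A10Rik, a set chosen after the values were seen, the ratio over the other 4 genes of the adjusted list was 0.887. All lists were selected for a difference from aged HSCs. When genes with an unadjusted p under 0.01 between young and aged CASIN-treated HSCs were admitted too, the ratio was 1.10. Of the 303 genes with an unadjusted p under 0.01 in young against aged HSCs and the 209 in aged CASIN-treated against aged HSCs, 51 were shared and all 51 changed in the same direction. Both lists use the same aged samples, and of 100 labellings of the samples that keep same-numbered samples apart, the real one included, 17 shared at least 51 genes, with a median of 33 in the others. The log2 fold changes of the 2 comparisons correlated across all genes with a Pearson r of 0.412, genes not being independent replicates. When the 5 aged samples were divided into 2 separate references in each of the 20 possible ways, r was 0.036 on average and lay between 0.020 and 0.045.

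**Figure D2:**
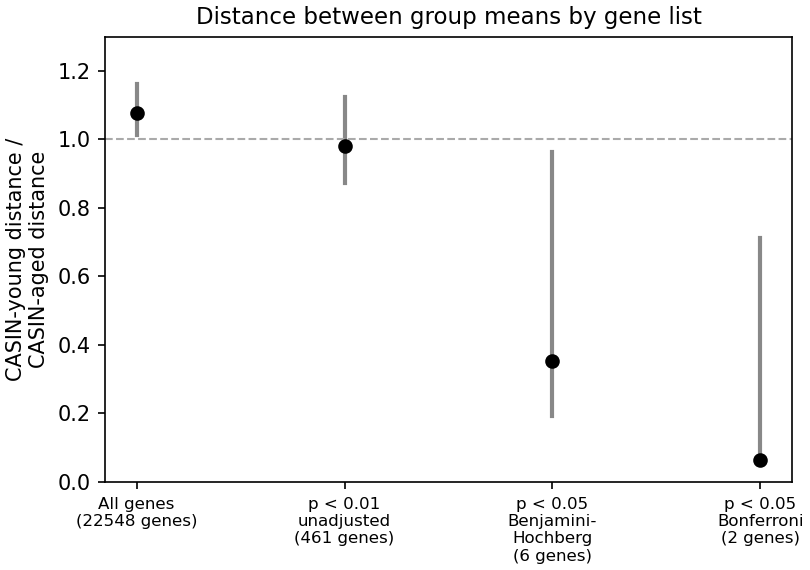
Ratio of the CASIN-young to the CASIN-aged distance between group means (vertical axis) over all genes and over the genes of 3 lists of increasing stringency (horizontal axis). Points are the values over all 12 samples and grey lines span the values with each sample left out in turn; the ratio falls from 1.08 over all genes to 0.0643 over 2 genes, and the spans of the shorter lists reach 0.963 and 0.712.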

The distance between young and aged CASIN-treated samples reduced when we selected differentially expressed genes with increasing degree of stringency (*p* value < 0.05; no false discovery rate (no FDR) adjustment, FDR with Benjamini-Hochberg, and FDR with Bonferroni adjustment), indicating that genes that are differentially expressed between young and aged HSCs are highly similar to those in the aged CASIN-treated vs aged HSC comparison (Additional file 1: Figure S2d and Additional file 4: Table S3). Similarly, heatmap based on unsupervised hierarchical clustering further showed that aged CASIN-treated HSCs clustered closer to young HSCs than to aged HSCs (Additional file 1: Figure S2e). 

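Over all genes, each of the 3 aged CASIN-treated samples correlated more strongly with the aged than with the young samples. CASIN replicate 1 had a mean Pearson r of 0.437 ± 0.023 (SD, n = 5) with aged samples and of 0.413 ± 0.004 (SD, n = 4) with young samples. For CASIN replicate 2 the means were 0.596 ± 0.036 and 0.522 ± 0.015, and for CASIN replicate 3 they were 0.455 ± 0.020 and 0.418 ± 0.0048, with the same numbers of samples. The mean correlation distance (1 - r) of the CASIN-treated samples to aged minus that to young samples was -0.0451 (exact two-sided permutation test over all relabellings of the 9 control samples, p = 0.0238). The negative sign means closer to aged. Over all genes, however, aged samples correlated more highly with samples of each group, and the mean r of young samples was 0.467 with aged samples (20 pairs) and 0.434 with each other. The same difference taken for each young sample was -0.0334 on average and negative for 4 of 4, so this sign over all genes does not show a likeness to aged HSCs. Over the 2143 genes detected in all 12 samples it was 0.0141 for young samples, of which 1 of 4 was closer to aged, and -0.0189 for CASIN-treated samples (exact permutation p = 0.00794). These 2 checks were chosen after the values were seen. Euclidean distance (-0.107, exact permutation p = 0.0238) and 1 - Spearman rho (-0.0273, exact permutation p = 0.0159) gave the same sign. Among the control samples, aged replicate 0 was the nearest to each CASIN-treated sample. In average-linkage clustering of all genes, CASIN replicate 2 joined an aged sample at a distance of 0.362, before any young sample, whereas CASIN replicates 1 and 3 joined young and aged samples at one and the same node. When the 461 genes with an unadjusted p under 0.01 in either comparison were used, the difference was -0.00436 (exact permutation p = 0.786). In that tree the CASIN-treated samples fell into the same of 2 branches as the 5 aged samples, although the nearest control of CASIN replicates 1 and 3 was a young sample. When only the 6 genes with an adjusted p under 0.05 were used, the CASIN-treated samples fell into one branch with the 4 young samples and none of the aged. These 6 genes were selected in the same samples for a difference from aged HSCs. The selection favours such a branch, so it is no independent evidence of a likeness to young HSCs. The paper's text does not name the genes, the distance or the linkage behind its heatmap. From the shorter CASIN-young distance at higher stringency, the paper reasons that the genes changed in young and in CASIN-treated HSCs against aged HSCs are largely alike, and it then reports the clustering of the heatmap.

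**Figure D3:**
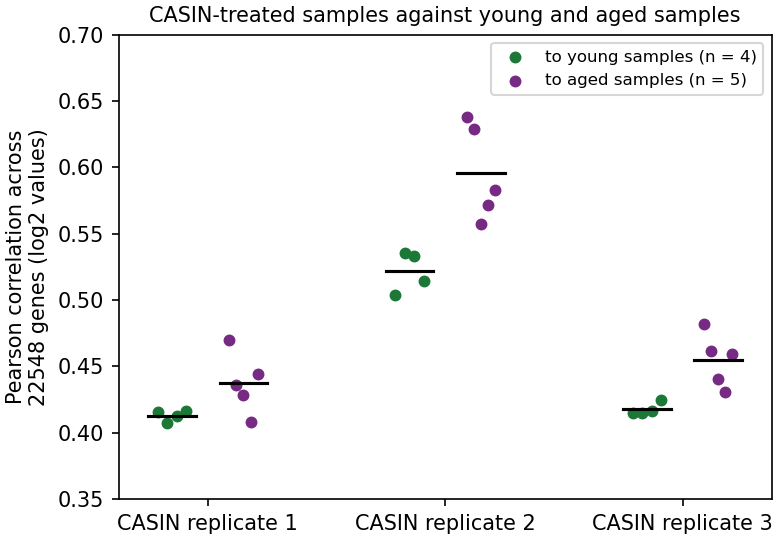
Pearson correlation across the 22548 genes (vertical axis, from 0.35) of each aged CASIN-treated sample (horizontal axis) with each young (green, n = 4) and each aged sample (purple, n = 5). Points are pairs of samples and black lines are means; the mean with aged samples lies above the mean with young samples for all 3 CASIN-treated samples.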

The number of differentially expressed genes when comparing young and aged HSCs was 530 while 387 genes were differentially regulated in the aged CASIN-treated HSCs and aged HSC comparison (Additional file 4: Table S3; list of differentially expressed genes after FDR adjustment are also provided). 

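Between young and aged HSCs, 1202 of the 22548 genes had an unadjusted limma p under 0.05, where 1127 would be the number for evenly spread p-values. A p under 0.01 was found for 303 genes, where 225 would be that number. Between aged CASIN-treated and aged HSCs, 993 genes had a p under 0.05 and 209 a p under 0.01, both fewer than evenly spread p-values would give. After Benjamini-Hochberg adjustment 4 and 5 genes had a p under 0.05, and after Bonferroni adjustment 2 and 2 genes did. Between young and aged CASIN-treated HSCs no gene had an adjusted p under 0.05, with 968 genes at an unadjusted p under 0.05. The unadjusted sheets of Table S3 hold 529 and 386 genes, the paper's own calls, with highest p-values of 0.00998 and 0.00995. With all 12 samples kept, the choice that moved the counts after Benjamini-Hochberg adjustment most was voom weights for single values, with 35 and 31 genes, and a filter on mean expression gave 145 and 68 genes with an unadjusted p under 0.01. Without CASIN replicate 2, 51 genes of the CASIN comparison had an adjusted p under 0.05 and 391 an unadjusted p under 0.01. Of the 303 genes, 118 were higher and 185 lower in young HSCs. With each sample centred on the genes detected in all samples, which raised all log2 fold changes of young against aged HSCs by 0.45, 209 of 312 genes were higher, and with one common lowest value 90 of 371 were. Of the 209 genes, 128 were higher after CASIN, with 193 of 243 and 99 of 210 under the same 2 settings (a rise of 0.35 for the first). In 72 of the 303 genes and 19 of the 209, every sample of one group was at its lowest value.
The antisense transcript Kcnq1ot1 (chromosome 7, 143203458 to 143296549 of mm10, GENCODE M21, on the minus strand within Kcnq1) had a log2 value of 15.85 ± 0.16 (SD, n = 4) in young HSCs and of 15.93 in each of the 3 CASIN-treated samples, but was at the lowest value in all 5 aged samples. Its log2 fold changes were 15.71 (standard error 0.29, adjusted p = 3.81e-10) and 15.79 (standard error 0.31, adjusted p = 8.95e-10 from limma). They take the lowest value as the aged level and may therefore understate the difference. Whether reads were assigned by strand is not stated. The lincRNA 2700054A10Rik (chromosome 17, 13482553 to 13668891) had values of 7.65 ± 0.27 (SD, n = 4) in young and 8.81 ± 0.93 (SD, n = 3) in CASIN-treated HSCs. It was likewise at the lowest value in all aged samples. Its log2 fold changes were 7.51 (standard error 0.40, adjusted p = 1.73e-05) and 8.67 (standard error 0.44, adjusted p = 9.45e-06 from limma), which may also understate the difference. Rnf122 (chromosome 8, 31111820 to 31131482) showed the opposite pattern, with 4.82 ± 1.01 (SD, n = 5) in aged HSCs and the lowest value in all other samples (log2 fold change -4.26, adjusted p = 0.0292, and -4.42, adjusted p = 0.0367). Ldlrad2 (chromosome 4, 137572083 to 137574569) was higher in young (7.20 ± 0.91, SD, n = 4) than in aged HSCs (2.59 ± 0.72, SD, n = 5; adjusted p = 0.0292 from limma), with 3.64 ± 0.53 (SD, n = 3) after CASIN. Plin5 (chromosome 17, 56111601 to 56117596) and Polr1d (chromosome 5, 147077050 to 147111597) were higher after CASIN than in aged HSCs by 3.82 and 4.96 (both adjusted p = 0.0193 from limma). In young HSCs they differed from aged HSCs by 0.29 and 0.28, and with one common lowest value by -0.14 and -0.0723. Plin5 was detected in 0 of 4 young and 2 of 5 aged samples, and Polr1d in 1 of 4 and 2 of 5. The sign of these 2 differences therefore rests on the lowest values. With each sample left out in turn, the adjusted p stayed under 0.05 in all 12 fits for Kcnq1ot1 and 2700054A10Rik in both comparisons, and rose to at most 0.0932 and 0.119 for Rnf122, 0.0937 for Ldlrad2, 0.0621 for Plin5 and 0.0650 for Polr1d. These 4 genes depended more on the processing: over the alternative settings the adjusted p from limma rose to 0.776 and 0.748 for Rnf122, 0.513 for Ldlrad2 and 0.748 for Plin5 and Polr1d.

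**Figure D4:**
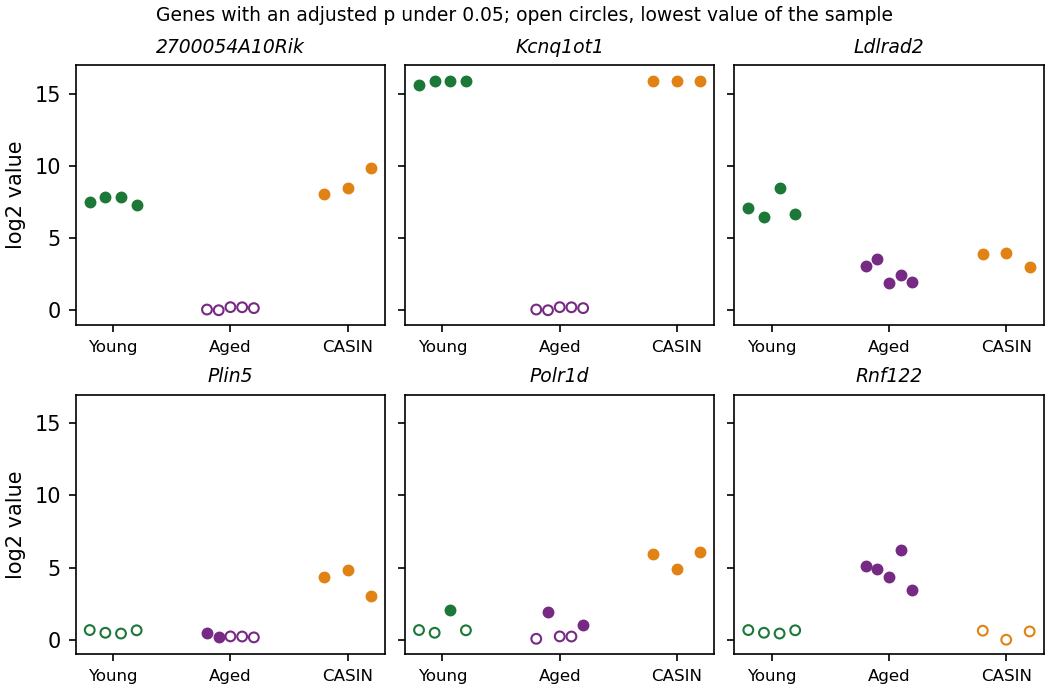
Log2 expression value (vertical axis) of the 6 genes with a Benjamini-Hochberg adjusted p under 0.05 in either comparison, with a point for each young (green, n = 4), aged (purple, n = 5) and aged CASIN-treated (orange, n = 3) sample; open circles are genes at the lowest value of that sample. Kcnq1ot1 and 2700054A10Rik are at the lowest value in all 5 aged samples, and Rnf122 is at the lowest value in all 7 others.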

Gene ontology analyses did not reveal enrichment for the hematopoietic system- or hematopoietic stem cell-related signature (data not shown). When overall RNA-seq data were correlated to overall H4K16ac ChIP-seq-associated genes, correlation plots displayed no association between overall gene expression and global H4K16ac mark deposition (Additional file 1: Figure S2f-g). 

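For the GSEA, the genes listed with the 211 shared H4K16ac peaks in Table S1 served as the gene set, of which 203 were found by symbol among the 22548 genes of the RNA-seq data. Table S1 gives no direction of change, and the paper reports the same direction for only part of the 211 peaks. The set was therefore not divided by direction, and the sign of a score is not tied to a gain or a loss of H4K16ac. Genes were ranked by signal-to-noise, and the gene set was permuted 1000 times. Each nominal p rests only on the permuted sets whose score had the same sign. Their number is not given here, and where it is small the p is coarse. In young against aged HSCs the normalized enrichment score (NES) was -1.30 (gene-set permutation, nominal p = 0.0385), the negative sign meaning lower in young HSCs. In aged CASIN-treated against aged HSCs the NES was -1.19 (gene-set permutation, nominal p = 0.0769). When the sample labels of the 2 groups were permuted in place of the genes, the NES were -1.30 (permutation p = 0.111) and -1.14 (permutation p = 0.267). The alternative that moved the score of young against aged HSCs most was a restriction to genes with a mean log2 value of at least 3, with an NES of -1.02 (gene-set permutation, p = 0.432). With each sample left out in turn, the score lay between -1.58 and -1.06 in young against aged HSCs, and between -1.19 and 0.819 in aged CASIN-treated against aged HSCs. The gene set had a higher mean log2 value than the other genes (3.14 against 2.26). Of 1000 random lists of genes matched to it on mean expression, 65 had an enrichment score as low in young against aged HSCs and 137 in aged CASIN-treated against aged HSCs.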

Gene Set Enrichment Analysis (GSEA) by taking the 211 ChIP-seq peaks overlapping between young and CASIN as compared to aged (Fig. 2e) showed both in young vs aged and CASIN vs aged RNA-seq dataset, no significant enrichment between gene expression and H4K16ac (normalized enrichment score, NES, − 1.33 and − 1.15, respectively) (Fig. 2f). A similar conclusion was obtained when considering the 1358 young vs aged and the 1135 CASIN vs aged H4K16ac-associated peaks (Additional file 1: Figure S2b and h-i). Therefore, there is no correlation of gene expression (both for overall expression and differentially expressed genes) and H4K16ac mark deposition changes in young and aged CASIN-treated HSCs compared to aged HSCs.

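Among the 203 genes with a shared H4K16ac peak, 84 were higher and 119 lower in young than in aged HSCs, and 91 were higher and 112 lower in aged CASIN-treated than in aged HSCs. Their median log2 fold change was -0.29 and -0.10 in the 2 comparisons, against medians of -0.15 and -0.11 for 10000 random lists matched on mean expression, among which it stood at percentiles 13.2 and 55.6. Centring each sample on the genes detected in all samples raised every log2 fold change by 0.45 and 0.35. Both medians then turn positive, so the counts of higher and lower genes depend on the scaling. The matched lists move by the same amount. An unadjusted limma p under 0.01 was found for 8 of the 203 genes in young against aged HSCs (3.94%, against 1.34% of all genes). In the CASIN comparison it was found for 3 (1.48%, against 0.927%). These shares were not matched on expression, and the set has the higher mean (3.14 against 2.26). Of 5686 genes with a mean log2 value of at least 3, fitted alone, 145 and 68 had such a p. The excess therefore cannot be tied to H4K16ac. None of the 203 had an adjusted p under 0.05 over all genes in either comparison, with 21 and 12 at an unadjusted p under 0.05. With the adjustment made over the 203 genes alone, 1 gene passed in young against aged HSCs and 0 in the CASIN comparison. This gene, Phc3, singled out after its values were seen, had a log2 value of 2.08 ± 1.71 (SD, n = 4) in young, 7.12 ± 0.49 (SD, n = 5) in aged and 7.17 ± 0.76 (SD, n = 3) in aged CASIN-treated HSCs, a difference of -5.03 between young and aged. For Phc3 the adjusted p = 0.0953 from limma over all genes, and the adjusted p = 0.00600 from limma over the 203. From the GSEA scores and from its correlation of the overall profiles, which rests on ChIP-seq data not analysed here, the paper concludes that expression and H4K16ac deposition do not correlate in these comparisons.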

**Fig. 2:**
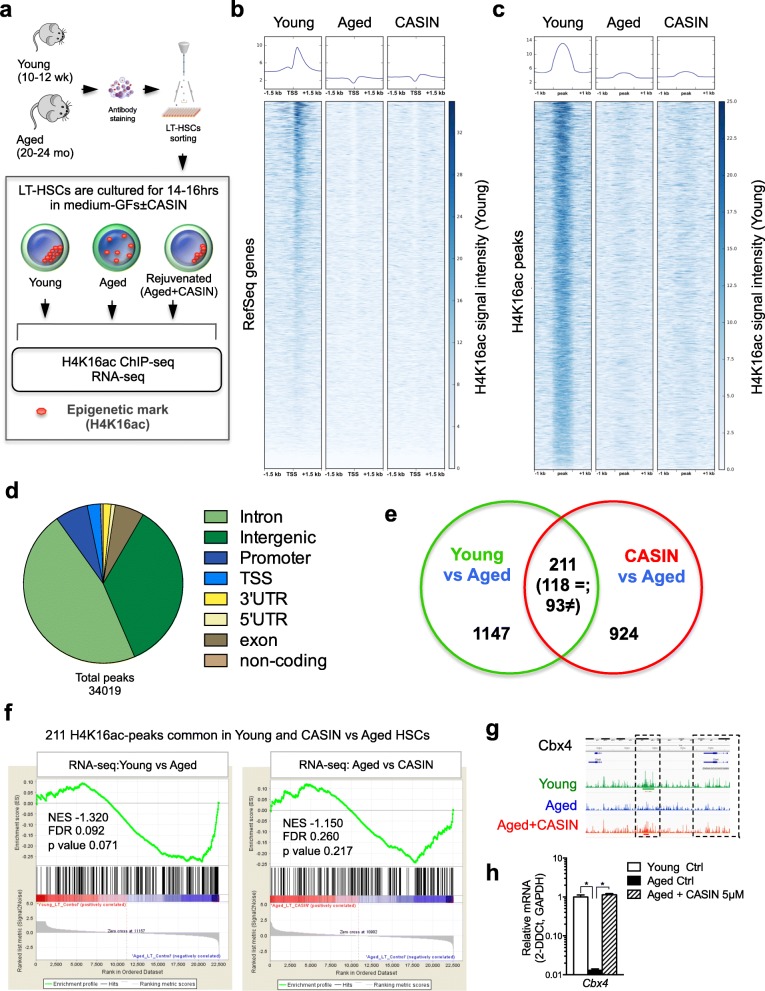
Changes in H4K16ac epipolarity are linked to changes in chromosome 11 homolog distribution. **a** Schematic representation of the experimental setup. Heatmaps and profiles show input-corrected H4K16ac signals ± 1.5 kb from TSS (**b**) and at H4K16ac peaks ± 1.0 kb (**c**). TSS and peak regions were ranked by the signal intensity in young HSCs. Summary profile of *n* = 3 biological repeats. Each sample was generated by pooling 50,000 sorted HSCs that were incubated 16 h in HBSS+ 10% FBS+P/S±CASIN 5 μM at 3% O_2_. **d** Pie chart showing genomic annotations of the total 34,019 H4K16ac peaks in young, aged HSCs, and aged+CASIN 5 μM HSCs. ChIP-seq data are available at GEO Series accession number GSE120232. **e** Venn diagram showing results of the cross-analysis of differentially bound H4K16ac peaks between young and aged HSCs (1358 peaks), aged+CASIN 5 μM, and aged HSCs (1135 peaks). Two hundred eleven differentially bound peaks were overlapping, and of these, 118 showed the same direction of change. **f** Gene Set Enrichment Analysis (GSEA) for the 211 differentially bound H4K16ac peaks overlapping between young and CASIN HSCs as compared to aged HSCs in both young vs aged and CASIN vs aged RNA-seq dataset. RNA-seq data are available at GEO Series accession number GSE119466. **g**–**h** UCSC browser track showing H4K16ac signal at the *Cbx4* locus and real-time PCR transcript level for *Cbx4* in young, aged, and aged+CASIN 5 μM HSCs: *n* = 3 biological repeats, *p < 0.0001

However, among the 211 H4K16ac-associated peaks common to young and CASIN samples compared to aged HSCs (Fig. 2e and Additional file 2: Table S1), we identified some selected genes known to be relevant for HSCs and further tested their expression levels by real-time PCR, for example, *Cbx4*, which has been linked to HSC differentiation potential, *Hoxb4*, which is known to play an important role in HSC self-renewal, and *Mllt6*, which has been implicated in leukemia progression [26–31]. The expression level of these selected genes alongside a gene-specific H4K16ac peak re-deposition was also changed in old CASIN-treated HSCs as in young samples (Fig. 2g, h and Additional file 1: Figure S2j-m). These data demonstrate that the H4K16ac mark might be linked to expression differences of selected genes, implying that specific changes in H4K16ac levels might indeed correlate to hematopoietic-relevant transcriptional changes, despite the lack of a statistically significant correlation between H4K16ac and gene expression in HSCs.

ChIP-seq analysis allowed us to define genomic regions, which bear different deposition (levels) of H4K16ac. However, this analysis does not inform on the 3D spatial distribution of H4K16ac peaks. The change in H4K16ac epipolarity (3D distribution) might not be due to differences in ChIP-seq mark deposition at a given genomic locus but might imply a non-random (re-)distribution (epipolarity) of the H4K16ac-associated genomic regions within the nucleus (see example depicted in Additional file 1: Figure S3a). While our ChIP-seq data demonstrate that changes in H4K16ac level at given loci are indeed detected upon HSC aging and rejuvenation, we also wanted to test whether a change in the position of H4K16ac-associated genomic regions might contribute to the change in epipolarity. To this end, next we tested whether H4K16ac is deposited at distinct genomic regions or whether it is randomly distributed. Therefore, we analyzed the observed peak count compared to the randomly expected distribution relative to chromosome size and to chromosome gene density. On a global scale, the 34,019 unique H4K16ac-associated peaks were primarily assigned to chromosomes 2, 7, and 11 (Additional file 1: Figure S3b). Interestingly, when considering only the 118 differential peaks common to young and CASIN-treated HSCs compared to aged HSCs (Fig. 2e), chromosome 11 presented with a very high non-random enrichment score, both relative to chromosome size (Fig. 3a) and gene density (Additional file 1: Figure S3c). Therefore, H4K16ac peaks common to young and CASIN-treated HSCs compared to aged HSCs are not randomly distributed but are selectively localized on chromosome 11.

**Fig. 3:**
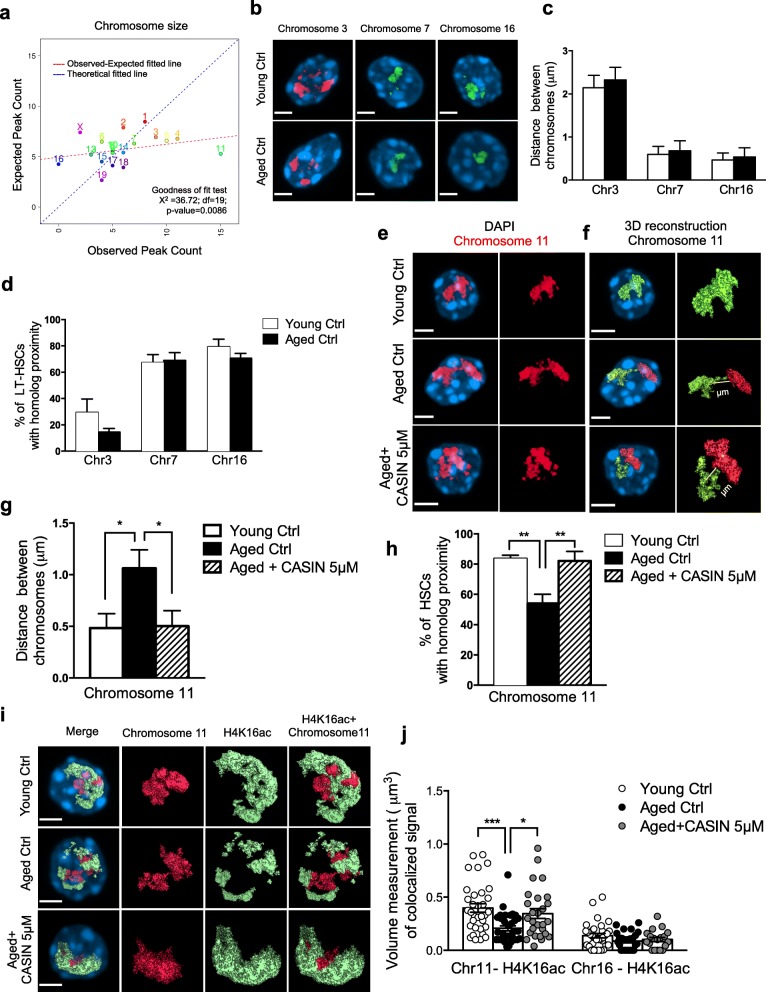
Changes in H4K16ac epipolarity are linked to the changes in chromosome 11 homologs distribution. **a** Comparison of the observed peak count and expected peak count relative to the chromosome size for the 118 peaks identified as described in panel M. Goodness of fit test was used, and it revealed that these 118 differentially bound H4K16ac peaks are not randomly distributed and chromosome 11 presented with the highest enrichment score. **b** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and of chromosomes 3 (red), 7 (green), and 16 (green) by FISH stained with full-paint probe in young and aged HSCs. Bar = 2 μm. **c** Measurements of the distances between chromosomes 3 (*n* = 3 biological repeats, 28 cells for young, 21 cells for aged in total), 7 (*n* = 3 biological repeats, 25 cells for young, 26 cells for aged in total), and 16 (*n* = 3 biological repeats, 30 cells for young, 18 cells for aged in total) homologs in young and aged HSCs by Volocity 3D Image Analysis Software. **d** Percentage of young and aged HSCs with chromosome homolog proximity for chromosomes 3, 7, and 16, *n* = 3 biological repeats. **e** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and of chromosome11 (red, FISH stained with a full-paint probe) in young, aged, and aged+CASIN 5 μM HSCs. Bar = 2 μm. **f** 3D reconstruction of the chromosome 11 homologs (red and green) and the distance measurement between them by Volocity 3D Image Analysis. In young HSCs, green color for two homologs shows that they are distributed very close to each other and are not recognized as two objects by the software. While in aged and aged+CASIN 5 μM HSCs, they are marked as two objects in green and red. Bar = 2 μm. **g** Measurements of the distances between chromosome 11 homologs by Volocity 3D Image Analysis. Shown are mean values + 1 SE; *p < 0.01; *n* = 6 biological repeats, 64 cells for young, 58 cells for aged, and 55 cells for aged+CASIN in total. **h** Percentage of young, aged, and aged+CASIN 5 μM HSCs with homolog proximity for chromosome11; **p < 0.01. **i** Representative confocal 3D reconstruction of young, aged, and aged+CASIN 5 μM HSCs after DNA-FISH+IF. H4K16ac (green), chromosome 11 (red), the nucleus is stained with DAPI (blue). Bar = 2 μm. **j** Volume measurement of the co-localized area between H4K16ac and chromosomes 11 and 16 by Volocity 3D Image Analysis; *p < 0.05, *n* = 3 biological repeats, 33 cells for young, 33 cells for aged, and 28 cells for aged+CASIN in total for chromosome 11 and 32 cells for young, 26 cells for aged, and 19 cells for aged+CASIN in total for chromosome 16

Chromosomes are known to occupy distinct non-random territories in interphase nuclei [32]. The nature and position of territories are thought to play an important role in the maintenance of the appropriate nuclear architecture and nuclear compartmentalization necessary for proper cell function [20, 33, 34]. To test whether H4K16ac epipolarity might correlate with a distinct chromosome localization, we employed chromosome full-paint DNA-FISH staining of interphase nuclei of young, aged, and CASIN-treated HSCs to determine the relative 3D position of the distinct chromosome territories. For these analyses, HSCs were maintained ex vivo without growth factors for less than 16 h, and under these conditions, HSCs remain quiescent [16, 25]. Due to the high background generated by some of the probes, it was not possible to reliably analyze all chromosomes’ distribution (data not shown); however, we were able to determine the relative localization and homolog distance of chromosomes 3, 7, 11, and 16. While chromosome 3 homologs showed a relatively large distance to each other, and chromosome 7 and 16 homologs were close together, with no difference between young and aged HSCs (Fig. 3b–d). As there was little variation among individual cells in the distance of distinct chromosome homologs, and distinct homologs had distinct levels of distance, the data demonstrated that the distribution of at least some chromosomes in both aged and young HSCs is clearly not random. Chromosome 11 homologs also showed a non-random distribution and a close proximity within the nuclei of young HSCs. Interestingly, the distance of chromosome 11 homologs to each other did significantly increase in aged HSCs compared to young (Fig. 3e–h). Inhibition of Cdc42 activity (via CASIN) restored the proximity of chromosome 11 homologs in chronologically aged HSCs to the distance reported for young HSCs (Fig. 3e–h and Additional file 5: Video S1, Additional file 6: Video S2, Additional file 7: Video S3), demonstrating a causative role for the change in Cdc42 activity in regulating the position of chromosome 11 homologs in the nucleus of HSCs. Therefore, the data show that chromosome 11 homologs become more distant upon aging of HSCs, and Cdc42 activity controls the localization of chromosome territories, specifically chromosome 11, within the nucleus of HSCs.

To test whether the change in the position of chromosome 11 homologs might underlie the change in H4K16ac epipolarity in aged HSCs, we established DNA-FISH in combination with H4K16ac IF staining (3D-ImmunoFISH). The data revealed a high level of co-localization of chromosome 11 and H4K16ac in young and aged CASIN-treated HSCs (Fig. 3i, j; Additional file 1: Figure S3d and Additional file 8: Video S4, Additional file 9: Video S5, Additional file 10: Video S6), and both chromosome 11 homologs were close to each other in the H4K16ac-polarized compartment in young and CASIN-treated HSCs. In aged HSCs, H4K16ac was apolar and still co-localized with chromosome 11, but to a lesser extent. As anticipated by the low enrichment score (Fig. 3a and Additional file 1: Figure S3c), H4K16ac showed a very weak co-localization with chromosome 16 homologs that did not change in aged or aged CASIN-treated HSCs (Fig. 3j and Additional file 1: Figure S3e). In summary, the data imply selective changes in the position of chromosome 11 homologs, which are linked to the loss of H4K16ac epipolarity and the functional impairment of HSCs upon aging.

### Nuclear volume and nuclear shape are altered upon aging of HSCs

Our data demonstrate changes in chromosome 11 homolog distribution within the nucleus upon HSC aging, which also might be indicative of more general changes in the nuclear architecture of aged HSCs. We therefore determined the structure (volume and shape) of the nucleus of young, aged, and aged CASIN-treated HSCs. Both 3D confocal and 3D-structured illumination (3D-SIM) microscopy revealed that young HSCs have quite small and highly invaginated nuclei, while in contrast, nuclei of aged HSCs are significantly bigger and present with fewer invaginations. The nuclear invaginations in young HSCs form pocket-like structures (Fig. 4a–c and Additional file 1: Figure S4a). Upon CASIN treatment, nuclei of chronologically aged HSCs become smaller and highly invaginated, similar to the nuclei of young HSCs (Fig. 4a–c). To substantiate this finding by a genetic approach, we investigated the nuclei of HSCs sorted from Cdc42GAP^−/−^ mice, which present with the constitutively increased activity of Cdc42 and show premature aging of HSCs (Fig. 4d) [16, 35]. The nuclei of HSCs from chronologically young Cdc42GAP^−/−^ mice displayed an increased nuclear volume and a decrease in nuclear invaginations, similar to aged HSCs (Fig. 4e–g). Therefore, the shape and volume of HSC nuclei are altered upon aging, and these changes are regulated by Cdc42 activity. As a consequence, nuclear shape and volume can be targeted by CASIN treatment in chronologically aged HSCs.

**Fig. 4:**
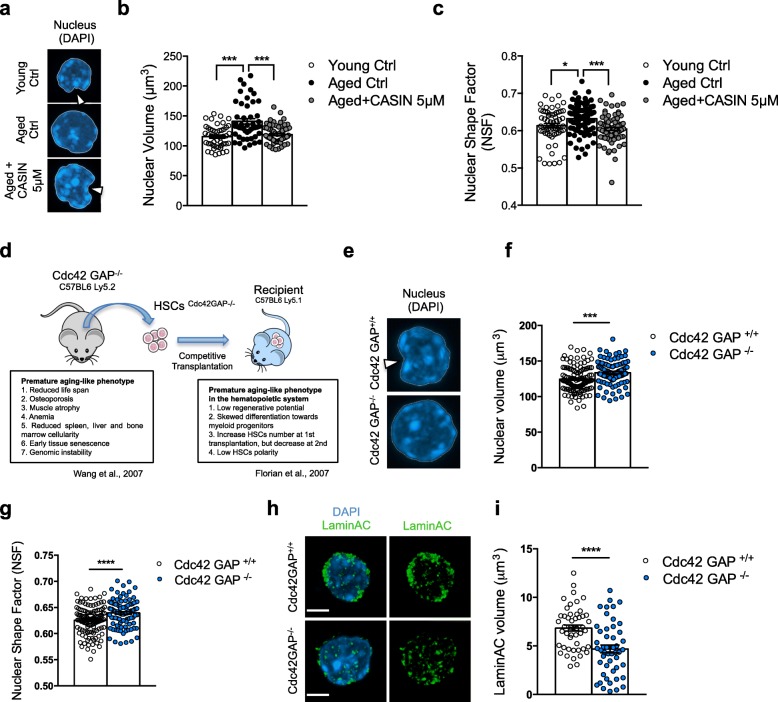
Nuclear volume and nuclear shape are altered upon aging of HSCs. **a** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) of young, aged, and aged+CASIN 5 μM HSCs. The arrowheads indicate the nuclear invagination normally observed in young and aged+CASIN HSCs. Bar = 2 μm. **b** Nuclear volume measurements by 3D-structured illumination (SIM) analysis (based on DAPI staining). ***p < 0.001; *n* = 3 biological repeats, 47 cells for young, 44 cells for aged, and 70 cells for aged+CASIN 5 μM in total. **c** Nuclear shape factor (NSF) measurements by Volocity 3D Image Analysis. The NSF scores the 3D shape of an object: 1 corresponds to a perfect sphere. *p < 0.05, ***p < 0.001; *n* = 6 biological repeats, 62 cells for young, 64 cells for aged, and 61 cells for aged+CASIN 5 μM in total. **d** Cartoon scheme summarizing premature aging-like phenotypes of Cdc42 GAP knockout (Cdc42GAP^−/−^) mice. **e** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) of Cdc42GAP^+/+^ and Cdc42GAP^−/−^ HSCs. The arrowheads indicate the nuclear invagination observed in Cdc42GAP^+/+^ HSCs. Bar = 2 μm. **f** Nuclear volume measurements by Volocity 3D Image Analysis (based on DAPI staining). ****p < 0.0001; *n* = 4 biological repeats, 119 cells for Cdc42GAP^+/+^, and 102 cells for Cdc42GAP^−/−^ mice in total. **g** Nuclear shape factor (NSF) measurements by Volocity 3D Image Analysis. The NSF scores the 3D shape of an object: 1 corresponds to a perfect sphere. **p < 0.01, *n* = 4 biological repeats, 118 cells for Cdc42GAP^+/+^, and 101 cells for Cdc42GAP^−/−^ mice in total. **h** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and of LaminA/C (green) of Cdc42GAP^+/+^ and Cdc42GAP^−/−^ HSCs. Bar = 2 μm. **i** LaminA/C volume measurements by Volocity 3D Image Analysis (based on LaminA/C staining). **p < 0.01; *n* = 3 biological repeats, 50 cells for Cdc42GAP^+/+^, and 50 cells for Cdc42GAP^−/−^ mice in total

Finally, we investigated the mechanism by which changes in Cdc42 activity might affect these distinct epigenetic aspects: H4K16ac epipolarity, chromosome 11 homolog proximity, and nuclear shape and volume which are altered upon aging of HSCs. We reasoned that structural molecules of the nuclear envelope, like nuclear lamins, might be downstream targets of changes in Cdc42 activity in HSCs. Nuclear lamins constitute the major intermediate filament proteins underlying the inner nuclear membrane and participate in many different nuclear architectural aspects and in genome maintenance by providing a scaffold for tethering chromatin and protein complexes that regulate genomic stability [36]. Lamins are divided into A/C- and B types based on their primary sequence homologies. A/C-type lamins are encoded by a single gene (*Lmna*). Mutations in the gene encoding LaminA/C, or factors affecting its maturation and dynamics, are also known to cause accelerated aging syndromes such as the Hutchinson-Gilford progeria syndrome [37]. HSCs sorted from Cdc42GAP^−/−^ mice, which present with constitutively increased Cdc42 activity and premature aging-like phenotypes, showed a significantly decreased level of LaminA/C (Fig. 4h, i), implying that Cdc42 activity plays a role in controlling LaminA/C expression in HSCs.

### LaminA/C expression in the hematopoietic system is specific to HSCs and is decreased upon aging

A role for lamins in influencing the differentiation of blood cells was previously described [38], and changes in both LaminA/C and Lamin B are also known to affect chromatin [39–41]. Therefore, intrigued by the finding that Cdc42 activity regulates LaminA/C expression in HSCs, we further investigated lamins in young, aged, and aged CASIN-treated stem cells. IF analyses showed that Lamin B was localized to the nuclear periphery, with the pattern of distribution and the level of expression being almost identical in young, aged, and aged CASIN-treated HSCs (Fig. 5a). Interestingly, LaminA/C level was drastically reduced upon aging and restored to the level found in young HSCs upon inhibition of Cdc42 activity in aged HSCs, which is consistent with the increase in Cdc42 activity upon aging and with the reduction of LaminA/C expression in Cdc42GAP^−/−^ HSCs (Fig. 5b, c). Also, it was interesting to note that LaminA/C showed an overall dotted pattern of distribution specifically associated with the nuclear invaginations in young and aged CASIN-treated HSCs (Fig. 5d–f and Additional file 11: Video S7, Additional file 12: Video S8, Additional file 13: Video S9).

**Fig. 5:**
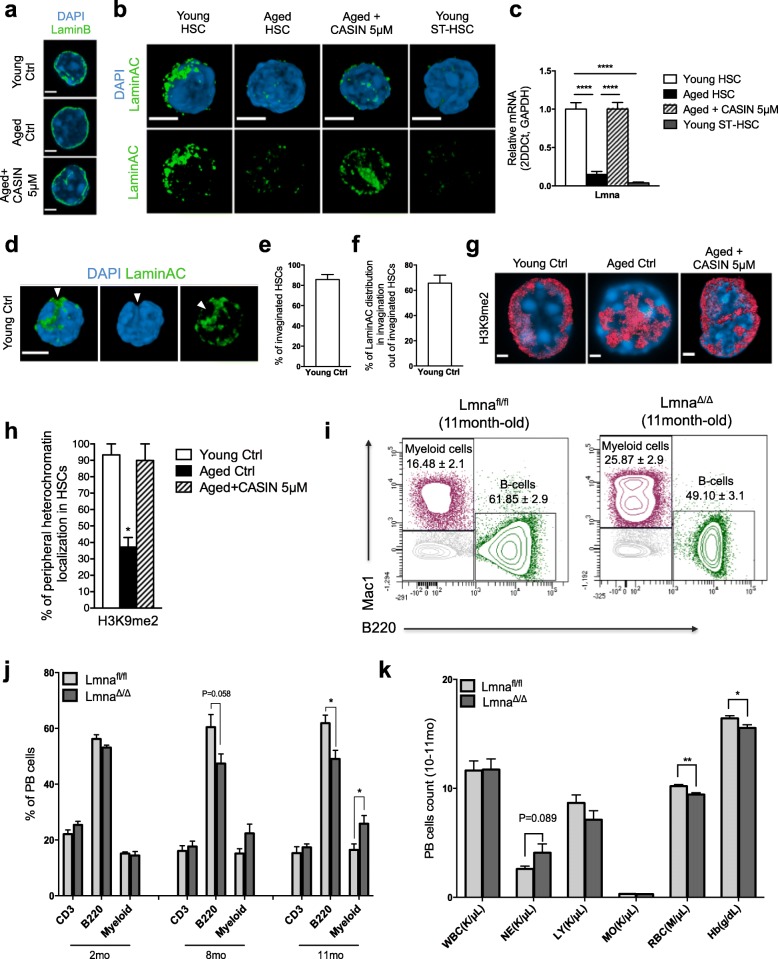
LaminA/C expression in the hematopoietic system is specific to HSCs and is decreased upon aging. **a** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and LaminB (green) of young, aged, and aged+CASIN 5 μM HSCs. Bar = 2 μm. **b** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and of LaminA/C (green) of young, aged, aged+CASIN 5 μM HSCs, and young ST-HSCs. Bar = 2 μm. **c** *Lmna* transcript levels in young, aged, aged+CASIN 5 μM HSCs, and in young ST-HSCs. Shown are mean values + 1 SE; *n* = 3 biological repeats; ****p < 0.0001. **d** Representative distribution of LaminA/C (green) in young HSCs. Bar = 2 μm. The arrow indicates LaminA/C distribution in the deep invagination of young HSCs nuclei. **e** Percentage of young HSCs with invaginated nuclei, *n* = 4 biological repeats, 45 single HSCs in total. **f** Percentage of young HSCs which have LaminA/C distribution in the invagination site of HSCs nuclei out of invaginated HSCs, *n* = 4 biological repeats, 45 single HSCs in total. **g** Representative confocal 3D reconstruction of the distribution of H3K9me2 in young, aged, and aged CASIN-treated LT-HSCs. Bar = 2 μm. **h** Percentage of young, aged, and aged+CASIN 5 μM HSCs presenting with peripheral heterochromatin localization of H3K9me2, *n* = 3 biological repeats, ~ 150 single HSCs for young and aged, 20 single HSCs for aged+CASIN 5 μM in total; *p < 0.05. **i** Representative FACS dot plots of B220^+^, CD3^+^, and myeloid (Gr1^+^, Mac1^+^, and Gr1^+^Mac1^+^) cells in control Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ PB. **j** Percentage of B220^+^, CD3^+^, and myeloid (Gr1^+^, Mac1^+^, and Gr1^+^Mac1^+^) cells in PB of control Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ mice; *p < 0.05, *n* = 4–6 mice. **k** Hematologic analyses of control Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ mice. *p < 0.05, **p < 0.01; *n* = 5–6 mice

Consistent with the decrease of LaminA/C in aged HSCs, we also detected clear alterations in the nuclear compartmentation of lamin-associated domains (LADs) upon aging, as stained by H3K9me2 [42–44]. This repressive heterochromatin-associated histone PMT displayed marked reduction in its peripheral nuclear localization in aged stem cells (Additional file 1: Figure S5a), which was restored alongside the re-establishment of LaminA/C expression after CASIN treatment (Fig. 5g, h).

LaminA/C expression in young and aged ST-HSCs, as well as in LMPPs and committed myeloid progenitors (LK, lineage- c-kit+ sca1- BM cells; see Fig. 1b for the gating strategy), was significantly lower compared to HSCs (Additional file 1: Figure S5b), indicating a prominent role of LaminA/C for hematopoiesis primarily to the stem cell compartment. To further investigate the function of LaminA/C for hematopoiesis, we crossed *Lmna flox* mice with mice bearing the *Vav-Cre* transgene to delete LaminA/C specifically in the hematopoietic compartment (*Lmna*^Δ/Δ/Vav-Cre^) (Additional file 1: Figure S5c) [45, 46]. HSCs from young *Lmna*^Δ/Δ/Vav-Cre^ mice showed reduced levels of LaminA/C in HSCs but the knockout was incomplete, and we reproducibly detected residual LaminA/C protein (Additional file 1: Figure S5d-f). Nevertheless, hematopoiesis in these mice manifested with a decrease in B cell frequency, a reduced RBC count, a reduced concentration of hemoglobin in PB, an increase in myeloid cell frequency, and an elevated neutrophil count in peripheral blood (PB) as well as in BM already by 11 months of age (Fig. 5i–k and Additional file 1: Figure S5 g), consistent with a hematopoietic premature aging-like phenotype.

### The decrease of LaminA/C expression in HSCs determines changes in nuclear volume and shape, H4K16ac polarity, and chromosome 11 homologs proximity

We further analyzed aging phenotypes in *Lmna*^Δ/Δ/Vav-Cre^ HSCs, and we detected larger and odd-shaped nuclei, similar to the nuclear shape of aged HSCs and distinct from wild-type young controls (Fig. 6a–c). Most importantly, young *Lmna*^Δ/Δ/Vav-Cre^ HSCs showed reduced H4K16ac polarity and increased nuclear volume that could not be rescued by CASIN treatment (Fig. 6d, e and Additional file 1: Figure S6a). These data strongly link LaminA/C expression, which is a downstream target of Cdc42 activity levels, to changes in H4K16ac epipolarity and nuclear volume. The absence of LaminA/C did not alter the overall amount of H4K16ac (Fig. 6f, g). Young *Lmna*^Δ/Δ/Vav-Cre^ HSCs consequently also showed an increase in the distance between chromosome11 homologs, similar to aged HSCs (Fig. 6h–k).

**Fig. 6:**
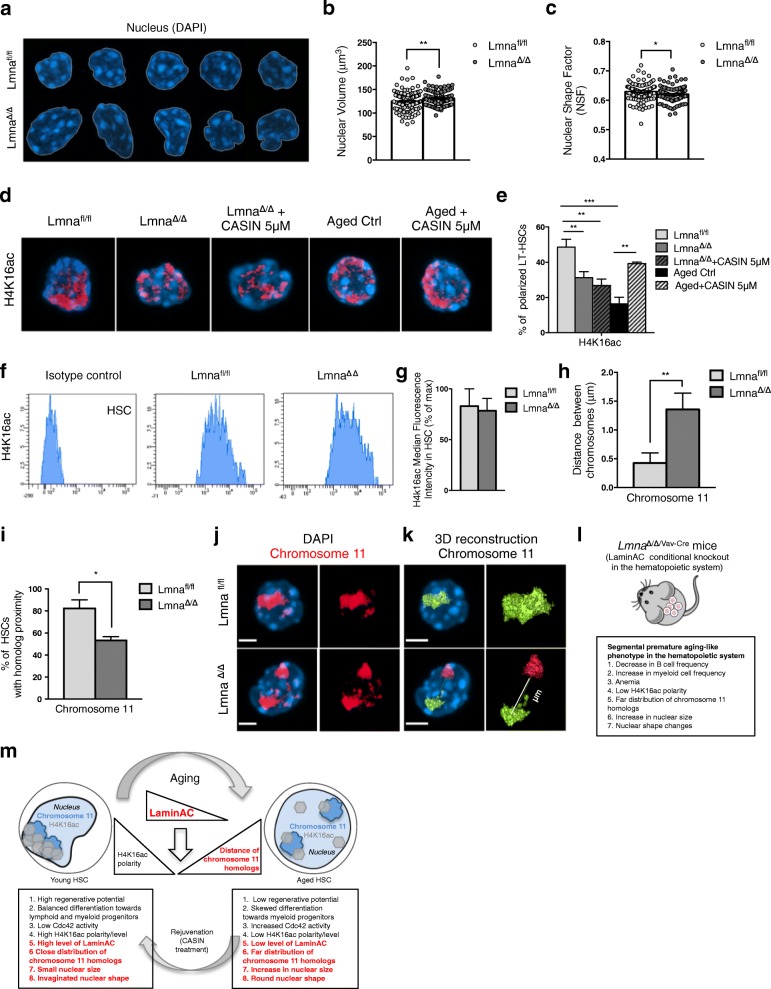
The decrease of LaminA/C expression in HSCs determines changes in nuclear volume and shape, H4K16ac polarity, and chromosome 11 homolog proximity. **a** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) of Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ HSCs. Bar = 2 μm. **b** Nuclear volume measurements by Volocity 3D Image Analysis (based on DAPI staining). **p < 0.01; *n* = 8 biological repeats; 100 single HSCs for Lmna^fl/fl^, 115 single HSCs for Lmna^Δ/Δ/Vav-Cre^ in total. **c** Nuclear shape factor (NSF) measurements. *p < 0.05; *n* = 4 biological repeats; 99 HSCs for Lmna^fl/fl^, 100 HSCs for Lmna^Δ/Δ/Vav-Cre^ in total. **d** Representative distribution of H4K16ac in Lmna^fl/fl^, Lmna^Δ/Δ/Vav-Cre^, Lmna^Δ/Δ/Vav-Cre^ + CASIN 5 μM, aged, and aged+CASIN 5 μM HSCs. Bar = 2 μm. Panels show DAPI (nucleus, blue), H4K16ac (red). **e** Percentage of Lmna^fl/fl^, Lmna^Δ/Δ/Vav-Cre^, Lmna^Δ/Δ/Vav-Cre^ + CASIN 5 μM, aged, and aged+CASIN 5 μM HSCs with a polar distribution of H4K16ac. Shown are mean values + 1 SE; *n* = 3–5 biological repeats, ~ 30–100 single HSCs scored per sample in total; *p < 0.05, ***p < 0.001. **f** Representative FACS histograms of an isotype control stained sample and of H4K16ac in Lmna^fl/fl^ and Lmna^Δ/Δ7Vav-Cre^ samples. HSCs gates are shown. **g** Median fluorescence intensity of H4K16ac in HSCs of control Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ mice; *n* = 3 biological repeats. **h** Measurements of the distances between chromosome 11 homologs in Lmna^fl/fl^ and Lmna^Δ/ΔVav-Cre^ HSCs by Volocity 3D Image Analysis; **p < 0.01; *n* = 3 biological repeats, 27 cells for Lmna^fl/fl^, 30 cells for Lmna^Δ/Δ/Vav-Cre^ in total. **i** Percentage of Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ HSCs with chromosome homologs proximity for chromosome 11; *n* = 3 biological repeats; *p < 0.05. **j** Representative confocal 3D reconstruction of the nucleus (stained with DAPI, blue) and of chromosome 11 (red, FISH stained with a full-paint probe) in Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ HSCs. Bar = 2 μm. **k** 3D reconstruction of the chromosome 11 homologs (red and green) and the distance measurement between them by Volocity 3D Image Analysis. In Lmna^fl/fl^ HSCs green, color for two homologs shows that they are distributed very close to each other and are not recognized as two objects by the software. While in Lmna^Δ/Δ/Vav-Cre^ HSCs, they are marked as two objects in green and red. Bar = 2 μm. **l** Summary of premature aging-like phenotypes in the hematopoietic system of LaminA/C conditional knockout mice. **m** Aging of HSCs compartment. Cartoon scheme integrating the novel main findings. The newly identified HSC aging phenotypes are highlighted in red

Collectively, these data demonstrate that LaminA/C is a downstream mediator of changes in Cdc42 activity in aged HSCs. LaminA/C regulates the nuclear shape and volume, H4K16ac epipolarity, and chromosome11 homolog proximity in HSCs upon aging, and consequently, low levels of LaminA/C confer aging-associated phenotypic and functional changes to HSCs (Fig. 6l). The data further confirm a role for changes in polarity of H4K16ac independent of changes in the level of this epigenetic mark, as loss of LaminA/C changes polarity, but not the level of H4K16ac. The data therefore imply at least a necessary contribution of changes in the nuclear architecture for the aging-associated changes in the function of HSCs.

## Conclusions

The contribution of the epigenetic drift to changes in the function of aged HSCs is currently the focus of intense debate. Recently, we and others showed that the function of HSCs corresponds to their epigenetic configuration but not always to their transcriptional state [47, 48], while epigenetic alterations in chromatin architecture were shown to precede transcriptional changes in somatic cell reprogramming [49]. These observations altogether support the concept of epigenetic and chromatin architecture changes as an instructive force for stem cell fate establishment that facilitates transcriptional changes in the differentiating progeny [50]. Our data show that the overall level and spatial distribution of multiple histone PTMs do not change to a large extent upon HSC aging, in agreement with the data by others [14, 15]. Aging of HSCs is thus more likely associated with a set of smaller local changes in the epigenetic make-up rather than a general global drift. Our data provide further support for a view in which changes in the level of a specific histone PTM (H4K16ac) per se do not affect HSC function upon aging, as increasing levels of histone acetylation in aged HSCs (like for example after NaB treatment, see Fig. 1k, n–t) do not rejuvenate stem cell function in transplantation assays. The fact that young *Lmna*^Δ/Δ/Vav-Cre^ HSCs present with a premature aging phenotype in the absence of a change in H4K16ac levels (see Fig. 6f, g) even support a model in which changes in the level of H4K16ac might actually be dispensable for conferring aging phenotypes on HSCs.

Interestingly, our findings underlie that chromatin and epigenetic architecture changes in aged stem cells are correlated to the functional alteration of HSCs upon aging and are reversible by targeting LaminA/C expression via Cdc42 activity. Indeed, we show that changes in the localization of at least chromosome 11 territories in aged HSCs are related to the shift from a polar to an apolar distribution of the H4K16ac mark upon aging and correlate to the functional impairments in aged and in *Lmna*^Δ/Δ/Vav-Cre^ HSCs. Pharmacological treatment with CASIN restores chromosome 11 architecture in aged HSCs and also improves old stem cell function in transplantation assays. To note, quantitative trait loci on chromosome 11 have been previously linked to aging in hematopoiesis as well as lifespan [51, 52]. Moreover, the frequency of HSCs in BM, known to be affected by chronological aging, is also associated with a locus on murine chromosome 11 [53].

In addition, here we identify the increase in nuclear volume and a change in the nuclear shape as novel phenotypes of aged HSCs. The genome forms an ordered, hierarchical structure that is believed, by orchestrating the nuclear architecture and the relative positions of chromosomes, to also orchestrate important cell biological functions [54–56]. Along with this line, our data provide a strong correlation between changes in nuclear volume and shape and in the position of specifically chromosome 11 homologs and changes in the function of HSCs. Our data also imply that these architectural changes are necessary and precede the alterations of HSC function upon aging, while their reversal is linked to HSC rejuvenation. However, the relationship between changes in the nuclear shape, nuclear volume, and chromosome 11 homolog position will need to be further investigated in a more stringent mechanistic approach.

Changes in nuclear volume and shape, changes in the distance of chromosome 11 homologs, and changes in H4K16ac epipolarity are a consequence of changes in LaminA/C expression. The reduction of LaminA/C in chronological young HSCs (*Lmna*^Δ/Δ/Vav-Cre^) consequently confers a segmental premature aging-like phenotype to HSCs. LaminA/C is known to be in close contact with large chromatin domains named lamina-associated domains (LADs). LADs are thought to help organize chromosomes inside the nucleus and have been associated with gene repression [42]. It has been reported that H3K9me2 and me3 have a prominent role in anchoring LADs to nuclear LaminA/C [57]. Consistent with the reduction in LaminA/C expression upon aging, we report here the alteration in H3K9me2 peripheral localization in aged HSCs while other reported a decrease in H3K9me3 [58], also supporting the overall alterations in the heterochromatin compartmentalization. As well, others recently described a role for LaminA/C in facilitating the functional organization of chromosomes, although not for stem cells or the aging of stem cells [59]. Alterations in LaminA/C in mesenchymal stem cells were also implicated in the deregulation of canonical Wnt/Notch signaling [60]. Interestingly, we previously reported an intrinsic autocrine switch from canonical to non-canonical Wnt signaling in HSCs upon aging that results in elevated activity of Cdc42 [25, 60]. We also demonstrate that the activity of Cdc42 controls the expression of LaminA/C in HSCs, since LaminA/C is increased in aged HSCs treated with CASIN (which lowers Cdc42 activity) and decreased in young Cdc42GAP^−/−^ HSCs, which present with constitutively increased activity of Cdc42 and a premature aging-like phenotype [16, 35]. Therefore, the data establish a Cdc42-LaminA/C regulation of the nuclear and chromatin architecture in HSCs. Importantly, in addition, we show here that chromatin architecture changes are reversible by changing levels of Cdc42 activity, revealing an unanticipated way to pharmacologically target and revert alterations of the epigenetic architecture in aged HSCs (Fig. 6m).

## Methods

### Mice

C57BL/6 mice (2–4 months old) were obtained from Janvier. Aged C57BL/6 mice (20–26 months old) were obtained from the internal divisional stock (derived from mice obtained from both The Jackson Laboratory and Janvier) as well as from NIA/Charles River. Congenic C57BL/6.SJL-*Ptprc*^*a*^/Boy (BoyJ) mice were obtained from Charles River Laboratories or from the internal divisional stock (derived from mice obtained from Charles River Laboratories). *Lmna*-floxed mice were kindly provided by Dr. C. Stewart [45]. To obtain the hematopoietic-specific knockout of LaminA/C, the *Lmna flox* mice were crossed with mice bearing the hematopoietic-specific *Vav-Cre* transgene (B6.Cg-Tg (Vav1-Cre) A2Kio/J). Genotyping of the Lmna^fl/fl^ and Lmna^Δ/Δ/Vav-Cre^ mice was conducted by a duplex PCR protocol. The conditional deletion was tested with primers LA-F1 CCAGCTTACAGAGCACCGAGCT, LA-F2 TCCTTGCAGTCCCTCTTGCATC, and LA-R1 AGGCACCATTGTCACAGGGTC and for the presence of Vav1-Cre transgene was used the following primers: Cre-For 5′ CTTCTAGGCCTGTACGGAAGTGTT 3′ and Cre-Rev 5′ CGCGCGCCTGAAGATATAGAAGAT 3′ [45, 46]. The effectiveness of the knock-out strategy was verified by intracellular flow cytometry and immunofluorescence staining in hematopoietic stem and progenitor cells. Antibodies used were anti-LaminAC (sc-20681), anti-LaminAC (sc-7292) from Santa Cruz Biotechnology, and anti-Lamin A+C (ab8984) from AbCam. And all showed only a knockdown of LaminA/C in HSCs, ranging from a reduction of 50 to 75% of the expression level. Cdc42GAP mice (9–11 months old) were obtained from CCHMC [35].

### Flow cytometry and cell sorting

PB and BM cell immunostaining was performed according to the standard procedures, and samples were analyzed on a LSRII flow cytometer (BD Biosciences). Monoclonal antibodies to Ly5.2 (clone 104, eBioscience) and Ly5.1 (clone A20, eBioscience) were used to distinguish donor from recipient and competitor cells. For PB and BM lineage analysis, the antibodies used were all from eBioscience: anti-CD3ε (clone 145-2C11), anti-B220 (clone RA3-6B2), anti-Mac-1 (clone M1/70), and anti-Gr-1 (clone RC57BL/6-8C5). Lineage FACS analysis data are plotted as the percentage of B220^+^, CD3^+^, and myeloid (Gr-1^+^, Mac-1^+^, and Gr-1^+^Mac-1^+^) cells among donor-derived cells in case of a transplantation experiment or among total white blood cells. As for early hematopoiesis analysis, mononuclear cells were isolated by low-density centrifugation (Histopaque 1083, Sigma) and stained with a cocktail of biotinylated lineage antibodies. Biotinylated antibodies used for lineage staining were all rat anti-mouse antibodies: anti-CD11b (clone M1/70), anti-B220 (clone RA3-6B2), anti-CD5 (clone 53-7.3), anti-Gr-1 (clone RB6-8C5), anti-Ter119, and anti-CD8a (clone 53-6.7) (all from eBioscience). After lineage depletion by magnetic separation (Dynalbeads, Invitrogen), cells were stained with anti-Sca-1 (clone D7) (eBioscience), anti-c-kit (clone 2B8) (eBioscience), anti-CD34 (clone RAM34) (eBioscience), anti-CD127 (clone A7R34) (eBioscience), anti-Flk-2 (clone A2F10) (eBioscience), and streptavidin (eBioscience). Early hematopoiesis FACS analysis data were plotted as a percentage of long-term hematopoietic stem cells (LT-HSCs, gated as LSK CD34^-/low^Flk2^−^), short-term hematopoietic stem cells (ST-HSCs, gated as LSK CD34^+^Flk2^−^), and lymphoid-primed multipotent progenitors (LMPPs, gated as LSK CD34^+^Flk2^+^) [61] distribution among donor-derived LSKs (Lin^neg^c-kit^+^sca-1^+^ cells). In order to isolate LT-HSCs, lineage depletion was performed to enrich for lineage-negative cells. Lineage-negative cells were then stained as aforementioned and sorted using a BD FACS Aria III (BD Bioscience). For intracellular flow cytometric staining, lineage-depleted young, aged, aged±CASIN 5 μM, and/or aged±NaB 5 mM BM cells were incubated for 16 h in IMDM+ 10% FBS at 37 °C, 5% CO_2_, and 3% O_2_. At the end of the treatment, the samples were moved on ice and stained again with the cocktail of biotinylated lineage antibodies. After washing, the samples were stained with anti-Sca-1 (clone D7) (eBioscience), anti-c-kit (clone 2B8) (eBioscience), anti-CD34 (clone RAM34) (eBioscience), anti-Flk-2 (clone A2F10) (eBioscience), and streptavidin (eBioscience). At the end of the surface staining, cells were fixed and permeabilized with Cytofix/Cytoperm Solution (BD Biosciences) and incubated with 10% donkey serum (Sigma) in BD Perm/Wash Buffer (BD Biosciences) for 30 min. Primary and secondary antibody incubations were performed at room temperature in BD Perm/Wash Buffer (BD Biosciences) for 1 h and 30 min, respectively. The secondary antibody for intracellular flow cytometry was a donkey anti-rabbit DyLight649 (BioLegend).

### HSC competitive transplantation

For competitive HSC transplantation, young (2–4-month-old) and aged (20–26-month-old) C57BL/6 mice (Ly5.2^+^) were used as donors. Two hundred HSCs were sorted into 96 multi-well plates and cultured for 16 h in HBSS+ 10% FBS±CASIN 5 μM or ±NaB (Sigma) 5 mM in a water-jacketed incubator at 37 °C, 5% CO_2_, and 3% O_2_. Stem cells were then mixed with 3 × 10^5^ BM cells from young (2–4-month-old) BoyJ competitor mice (Ly5.1^+^) and transplanted into BoyJ recipient mice (Ly5.1^+^). PB chimerism was determined by FACS analysis every 8 weeks up to 24 weeks post-primary transplants. The transplantation experiment was performed four times with a cohort of five recipient mice per group each transplant. In general, transplanted mice were regarded as engrafted when PB chimerism was higher or equal to 1.0%, and contribution was detected in all lineages.

### Immunofluorescence staining

Freshly sorted HSCs were seeded on fibronectin-coated glass coverslips. For polarity staining, HSCs were incubated 12–16 h in HBSS+ 10% FBS and when indicated treated with CASIN 5 μM or NaB 5 mM or left untreated. After incubation at 37 °C, 5% CO_2_, and 3% O_2_, in growth factor-free medium cells were fixed with BD Cytofix Fixation Buffer (BD Biosciences). After fixation, the cells were gently washed with PBS, permeabilized with 0.2% Triton X-100 (Sigma) in PBS for 20 min, and blocked with 10% donkey serum (Sigma) for 30 min. Primary and secondary antibody incubations were performed for 1 h at room temperature. Coverslips were mounted with ProLong Gold Antifade Reagent with or without DAPI (Invitrogen, Molecular Probes). Samples were imaged with an AxioObserver Z1 microscope (Zeiss) equipped with a × 63 PH objective. Images were analyzed with Zen software. Alternatively, samples were analyzed with an LSM710 confocal microscope (Zeiss) equipped with a × 63 objective. Primary raw data were imported into the Volocity Software package (Version 6.2, Perkin Elmer) for further processing and conversion into 3D images. As for polarity scoring, the localization of each single stained protein was considered polarized when a clear asymmetric distribution was visible by drawing a line across the middle of the cell or the nucleus. On average, a total of 20 to 150 HSCs were singularly analyzed per sample. Data are plotted as a percentage of the total number of cells scored per sample. The primary antibodies were as follows: anti-LaminB (sc-6217), anti-LaminAC (sc-20681), and anti-LaminAC (sc-7292) from Santa Cruz Biotechnology; anti-alpha tubulin (ab6160) and anti-Lamin A+C (ab8984) from AbCam; anti-H4K16ac (07-329) from Millipore; anti-H4K16ac (39168) from Active Motif; anti-H3K4me3 (ab8580), anti-H3K4me1 (ab8895), and anti-H3K27ac (ab4729) from AbCam; and anti-H4K8ac and anti-H4K5ac from Millipore. The secondary antibodies were anti-rat DyLight488-conjugated antibody, anti-rat DyLight647-conjugated antibody, anti-rabbit DyLight549-conjugated antibody, anti-rabbit DyLight488-conjugated antibody, and anti-mouse DyLight488-conjugated antibody (all obtained from Jackson ImmunoResearch).

### 3D DNA-FISH/Immuno-FISH (fluorescence in situ hybridization)

DNA and Immuno-FISH were done following the protocol by Chaumeil et al. [62]. Whole chromosome paint probes for chromosomes 3 and 11 (Spectrum Orange) and 7 and 16 (Spectrum Green) were generated and labeled according to Kosyakova et al. [63]. Cells were mounted with Vectashield antifade mounting medium with DAPI (Vector Laboratories) and scanned with a Zeiss LSM710 confocal microscope equipped with a × 63 objective. Z-stack images were acquired with 0.5 μm intervals and analyzed by Volocity 3D Image Analysis Software package (Version 6.2.0 Perkin Elmer).

### Distance and nuclear shape measurements

Nuclear shape measurement was done based on DAPI staining of nuclei and analyzed by Volocity 3D Image Analysis software. Nuclear shape factor (NSF) shows how similar is a 3D shape to a perfect circle. NSF is 1 for a perfect circle, and the circle becoming smaller for an irregular shape. “Measure distances” task was used to automatically measure the distance between two chromosomes from centroid to centroid. The centroid of the object is calculated by taking the average position of the voxels making up the object.

### 3D-structured illumination microscopy

For 3D-structured illumination microscopy (3D-SIM), a DeltaVision OMX V3 system (Applied Precision, GE Healthcare) was used, equipped with a × 100/1.40 NA Plan Apo oil immersion objective (Olympus, Tokyo, Japan), Cascade II:512 EMCCD cameras (Photometrics, Tucson, AZ, USA) and 405, 488, and 593 nm diode lasers. Image stacks were acquired with a *z*-distance of 125 nm and with 15 raw images per plane (five phases, three angles) resulting in an effective lateral and axial resolution of 120 nm and 300 nm, respectively. To obtain super-resolution image stacks, raw datasets were reconstructed using Wiener filter settings 0.004 and channel-specifically measured optical transfer functions (OTFs) using the softWoRx 6.0 software package (Applied Precision). To perform the analysis of nuclear volumes, 32-bit image stacks were shifted to positive values and converted to 16-bit composite TIFF stacks. Following, image stacks were imported into TANGO [64] using workflows as previously described [65]. Briefly, to generate nuclear masks, a watershed algorithm was used to segment signals from the DAPI channel, and morphological filters were applied to create coherent binary masks. The voxel coverage of these masks covering the entire nuclear volume was exported to Excel, and relevant distributions between different cell populations were plotted. Finally, to assess statistical significance, a two-tailed test was performed.

### Reverse transcriptase real-time PCR

Immediately after sorting, about 40,000 LT-HSCs from young and aged mice were lysed and processed for RNA extraction. RNA was extracted with the microRNA Extraction kit (Qiagen) and was used for cDNA conversion. cDNA was obtained and amplified with Ovation RNA Amplification System V2 (NuGEN). All real-time PCRs were run with TaqMan real-time PCR reagent and primers from Applied Biosystem on an ABI 9700HT real-time machine.

### Statistical analyses

Data were tested to meet normal distribution. The variance was similar between the groups that were statistically compared. All data are plotted as mean + 1 standard error (SEM) unless differently stated. The SEM is used to indicate the precision of an estimated mean. Such data representation does not affect the statistical analyses as variance information is utilized in the statistic tests. A paired Student’s *t* test was used to determine the significance of the difference between means of two groups. One-way ANOVA or two-way ANOVA were used to compare the means among three or more independent groups. Bonferroni post-test to compare all pair of dataset was determined when the overall *p* value was < 0.05. All statistical analyses were determined with Prism 6.0c version. In order to choose sample size, we used GraphPad StatMate Software Version 6.0b, estimating a standard deviation between 2 and 8 (depending on the experiment and the possibility of increasing sample size). For transplantation experiments, we estimated a sample size of 15 to 20 (assuming a standard deviation of 10 and a significant difference between means of at least 15). In transplantation experiments, samples were included in the analysis when engraftment was more or equal to 0.5% after 24 weeks, and contribution was detected in all lineages. Mice showing signs of sickness and with clear alterations of blood parameter and/or showing signs of major disease involving also non-hematopoietic tissues were excluded from the analysis. As for in vitro experiments, the samples were excluded from the analysis in case of clear technical problems (error in immune-blotting or staining procedures or technical problems with reagents). All criteria for exclusions of samples from in vivo or in vitro experiments were pre-established. In each figure, legend indicated the number (*n*) of biological repeats (samples obtained from experiments repeated in different days and starting from different mice) included in the final statistical analysis. Mice for experiments were randomly chosen from our in-house colonies or suppliers. All mice were C57/Bl6 females unless differently stated. The investigator was not blinded to the mouse group allocation nor when assessing the outcome (aged mice or young mice transplanted with aged BM stem cells require particular care and follow-up).

### Chromatin immunoprecipitation sequencing

Cells were fixed in 1% formalin for 10 min at room temperature, and fixation was stopped by adding glycine to a final concentration of 125 mM. After three washes with PBS, cell pellets were stored at − 80 °C. For sonication, cell pellets were resuspended in lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris, pH 8.1) supplemented with protease inhibitor cocktail (Roche) and processed in a Covaris S2 instrument using empirically established conditions that resulted in chromatin fragments between 150 and 300 bp in length (duty cycle 5%, intensity 4, cycles/burst 200; 40 cycles: 30 s on, 20 s off). Sonicated chromatin was cleared by centrifugation for 10 min at 13000 rpm. Ten percent of cleared chromatin was taken as input control. The H4K16ac antibody (Millipore) was coupled to protein A/G magnetic beads and washed × 2 with ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.1, 167 mM NaCl). Sonicated chromatin was first diluted 10-fold with ChIP dilution buffer, then the antibody-bead conjugates were added and incubated at 4 °C over night. Beads were first washed × 2 with Low Salt Immune Complex Wash Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl) and then washed × 2 with LiCl Immune Complex Wash Buffer (0.25 M LiCl, 1% IGEPAL CA630, 1% deoxycholic acid (sodium salt), 1 mM EDTA, 10 mM Tris, pH 8.1). Then, precipitated chromatin was eluted and decrosslinked (2% SDS, 0.1 M NaHCO_3_, 0.25 M NaCl) for 4 h at 65 °C and afterwards treated with proteinase K for 1 h at 45 °C. DNA was purified using SPRI beads (Agencourt AMPure XP, Beckman Coulter) at a ratio of 1.8/1 (beads/DNA) and eluted in 15 μl ddH_2_O. Linear DNA amplification (LinDA) of ChIPed DNA was performed as described [66]. Briefly, ChIPed DNA was dephosphorylated for 10 min at 37 °C using 1 U TSAP (M9910, Promega) in NEB 4 buffer (B7004, NEB) followed by heat inactivation for 15 min at 75 °C. DNA was then *T* tailed for 20 min at 37 °C in the presence of 5 μM T-mix (92% dTTP, 8% ddCTP) and 0.25 mM CoCl_2_ using 20 U terminal transferase (M0252, NEB) followed by heat inactivation for 10 min at 70 °C. Next, 5 pmol T7-BpmI-oligo(A)_14_ primer (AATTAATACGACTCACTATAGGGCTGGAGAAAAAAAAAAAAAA) was annealed at 37 °C for 5 min and then double strand synthesis was performed for 55 min at 37 °C using 10 U Klenow fragment (M0210, NEB), 0.2 mM dNTPs. After heat inactivation, DNA was purified using SPRI beads at a ratio of 1.8/1 (beads/DNA) and eluted in 12.5 μl ddH_2_O. In vitro transcription was performed overnight using the RNAMaxx high yield kit (200339, Stratagene), and the resulting RNA was purified using SPRI beads (Agencourt AMPure XP, Beckman Coulter; beads/DNA ratio 1.8/1) followed by a reverse transcription (1 h, 42 °C; 10 min, 75 °C) using the T7-BpmI-oligo(A)_14_ primer and the Superscript III reverse transcription kit (18080044, Invitrogen). Second strand synthesis was performed using a custom reaction (20 μl first strand cDNA, 10 μl × 10 thermopol buffer, 1 ml × 100 BSA, 3 ml 10 mM dNTPs, 0.5 μl RnaseH, 1 μl Taq polymerase, 0.1 μl Pfu polymerase, 64.4 ml H_2_O) which was incubated in a thermocycler under the following conditions: 37 °C 5 min, 65 °C 1 min, 72 °C 30 min) followed by SPRI purification (beads/DNA ratio 1.8/1). Resulting double-stranded DNA was then digested with BpmI for 2 h at 37 °C, purified again with SPRI beads (beads/DNA ratio 1.5/1) and eluted in 13 μl ddH_2_O. Illumina sequencing libraries were prepared using the NEBNext Ultra DNA Library Prep Kit for Illumina (E7370, NEB) and the NEBNext Multiplex-Oligos for Illumina (E7335, NEB) following the manufacturer’s protocol. Since for all samples, the input amount of DNA was below 100 ng; the adaptors were diluted 1:10 in sterile water before adaptor ligation. Cleanup of adaptor-ligated DNA was performed without size selection using a 1.0/1 ratio of SPRI beads/DNA. For the PCR amplification of libraries, 0.5 μl of × 100 Syber Green was added to each reaction and the PCR amplification was performed on a LightCycler 480 (Roche) using the following cycling conditions: initial denaturation (98 °C, 30 s) followed by 9–12 cycles (98 °C, 10 s; 65 °C, 30 s; 72 °C, 30 s). The PCR reaction was stopped when the amplification curves had reached a fluorescence intensity of about 10. The PCR reactions were purified using SPRI beads at a ratio of 1.0/1 (beads/DNA). Sequencing libraries were multiplexed and subjected to 50 bp single-end sequencing on an Illumina HiSeq 2000 or HiSeq 2500 instrument (Illumina Inc., San Diego). ChIP-seq data can be accessed under Gene Expression Omnibus (GEO accession number: GSE120232 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120232).

### Sequence alignment and peak calling

Raw reads were trimmed using the trimLinDA script (available at http://www-igbmc.u-strasbg.fr/Gronemeyer) [67] mapped to the mouse reference genome (mm10) using the BWA aligner [68], and subsequently, duplicates and low-quality reads (MAQ score < 20) were removed using SAMtools [69]. For peak calling, generation of bedgraphs, differential binding analysis, and gene annotation, we used the Homer software package (http://homer.ucsd.edu/homer/download.html) [70]. The histone style parameters and the appropriate input sample were used to detect H4K16ac peaks.

### RNA-seq sample preparation and analysis

RNA-seq libraries were generated from 1000 pooled young, aged, and aged CASIN-treated HSCs (*n* = 4–5 biological repeats per sample) using Ovation® Single Cell RNA-Seq System (NuGEN Technologies Inc.). Manufacturer’s protocol was strictly followed. Briefly, reverse transcription was performed using oligo dT and selective primers to create first strand cDNA with randomly incorporated degradable nucleotide analog. This is degraded along with the RNA template in a downstream process, leaving single-stranded antisense cDNA fragmented to an average size of 230 nucleotides. Second strand cDNA priming was done using a forward adaptor with a random octamer attached to its 5′ end. After performing end repair, the free end of the newly synthesized double-stranded cDNA was ligated to the reverse adaptor and final enrichment PCR was performed. Samples were sequenced on the Illumina HiSeq2000 platform. The raw paired-end reads were adapter trimmed and quality filtered (phred score of > 20) using the cutadapt wrapper trim galore. Filtered sequences were aligned to the mouse genome mm10 RefSeq using TopHat and processed further using Cufflinks [71]. All downstream analysis including differential expression analysis, principal component analysis, between-group analysis, and additional statistical tests related to RNA-seq were performed using R and bioconductor packages [72] and in-house-developed scripts. The GSEA tool from broad MIT [73] was used for Gene Set Enrichment Analysis (GSEA). RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus [74] and are accessible through GEO Series accession number GSE119466 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119466).

## Additional files

Additional file 1: Supplementary **Figures S1-6.**

Additional file 2: **Table S1.** 118 common genes that presented with differential binding of H4K16ac in young and aged CASIN-treated HSCs compared to aged control HSCs.

Additional file 3: **Table S2.** RNA-seq expression profile of all genes analyzed (total genes 22548) in young, aged, and aged CASIN-treated HSCs. 

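In the 1998 rows of Table S2 that were compared with the deposited data, every value of the 12 samples was the same to within 4.91e-05. Each row is a gene and each column a sample, and the value is a log2 expression level after normalization between samples. A gene without signal is listed at the lowest value of its sample, which is 0 in CASIN replicate 2 and above 0 in the others. Between 412 and 1463 different values occur per sample, since genes of equal rank received one value.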

(XLSX 2254 kb)

Additional file 4: **Table S3.** Comparisons with three different stringency levels (no false discovery rate adjustment (no FDR) (no), FDR with Benjamini-Hochberg (medium), and FDR with Bonferroni adjustment (high) with 0.05 *p* value cutoff) of RNA-seq expression profile in young and aged CASIN-treated HSCs compared to aged control HSCs. 

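Each sheet of Table S3 gives, per gene, the difference of group means (log2 fold change), the average over the 12 samples, a moderated t statistic with its p-value, and the log odds of differential expression, the output of a limma fit. In a fit with equal weights for all samples, all 529 genes of the unadjusted young against aged sheet and all 386 of the unadjusted CASIN against aged sheet had a log2 fold change of the same sign as in Table S3, with a median absolute difference of 0.041 and 0.043. An unadjusted p under 0.01 was obtained for 224 of the 529 and 154 of the 386 genes, and a p under 0.05 for 481 and 330. Counted here, the 2 sheets share 69 genes, and 37 of these were also among the genes with an unadjusted p under 0.01 in both comparisons here. In 241 of the 529 and 19 of the 386 genes, one of the groups compared was wholly at the lowest value of its samples.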

(XLSX 112 kb)

Additional file 5: **Video S1.** 3D distribution of chromosome 11 (red) in young HSCs. Nucleus is stained with DAPI (blue). (AVI 16674 kb)

Additional file 6: **Video S2.** 3D distribution of chromosome 11 (red) in aged HSCs. Nucleus is stained with DAPI (blue). (AVI 15810 kb)

Additional file 7: **Video S3.** 3D distribution of chromosome 11 (red) in CASIN-treated aged HSCs. Nucleus is stained with DAPI (blue). (AVI 17096 kb)

Additional file 8: **Video S4.** 3D distribution of H4K16ac (green) and chromosome 11 (red) in young HSCs. Nucleus is stained with DAPI (blue). (AVI 18281 kb)

Additional file 9: **Video S5.** 3D distribution of H4K16ac (green) and chromosome 11 (red) in aged HSCs. Nucleus is stained with DAPI (blue). (AVI 19427 kb)

Additional file 10: **Video S6.** 3D distribution of H4K16ac (green) and chromosome 11 (red) in CASIN-treated aged HSCs. Nucleus is stained with DAPI (blue). (AVI 16314 kb)

Additional file 11: **Video S7.** 3D distribution of LaminA/C (green) in young HSCs. Nucleus is stained with DAPI (blue). (AVI 8653 kb)

Additional file 12: **Video S8.** 3D distribution of LaminA/C (green) in aged HSCs. Nucleus is stained with DAPI (blue). (AVI 7844 kb)

Additional file 13: **Video S9.** 3D distribution of LaminA/C (green) in CASIN-treated aged HSCs. Nucleus is stained with DAPI (blue). (AVI 9.9 MB) (AVI 9661 kb)

Additional file 14: Review history.

How the deposited data were processed for this re-analysis (not part of the article)

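RNA-seq samples of young (n = 4), aged (n = 5) and aged CASIN-treated HSCs (n = 3) were analysed. The ChIP-seq, imaging and RT-PCR experiments of the paper were not analysed here. The authors trimmed and quality filtered the paired-end reads with trim galore (phred score above 20), aligned them to mm10 RefSeq with TopHat and processed them with Cufflinks. The authors deposited log2 expression values for 22548 genes that had been brought to a common distribution, apart from tied genes, by quantile normalization. The step from the Cufflinks output to these values, and any weights used in the authors' differential expression test, are not described in the methods. The values in the first 1998 rows of Table S2 are the deposited values to within rounding.

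The values were used as deposited. Quantile normalization gave the samples nearly the same distribution, but not where genes are tied. In young samples the median was the lowest value, from 0.43 to 0.67, and in aged samples it was 1.29 to 1.36. Group differences in total RNA, or in the shape of the distribution before normalization, cannot be measured from the deposited values. Genes of equal rank received one value, so that the lowest value of a sample, shared by 2535 to 16470 genes, differs between samples from 0 to 0.67. The values give no counts and the depth is unknown; the number of genes above the lowest value was used to describe what each library detected. This number depends on depth, cell number and amplification together.

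Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided moderated t) in one fit of the 12 samples with 3 groups, without a filter, with Benjamini-Hochberg and Bonferroni adjustment over all 22548 genes at 0.05, and with unadjusted thresholds of 0.05 (as the paper states) and 0.01 (where the sheets of Table S3 end). Because genes at the lowest value enter the fit with that value, the fold change of a gene that one group does not detect may understate the difference. The test was tried on data with the values of each gene shuffled among the samples and 200 genes moved by a known amount: 6 of 200 genes moved by 4 log2 units and 55 of 200 moved by 6 were recovered at an adjusted p under 0.05, with 3 and 11 false calls. Distances between groups are root mean square differences of group means per gene, with a jackknife over the samples. The clustering statistic is the mean correlation distance of CASIN-treated samples to aged minus that to young samples, tested exactly over all relabellings of the control samples. GSEA was computed with signal-to-noise ranking (SD at least 0.2 of the mean), weight 1 and 1000 gene-set permutations. Of 200 random gene sets, 3 had a p under 0.05, and a set moved by a known amount had an NES of 2.36. Other tests used Python 3.11.15 with scipy 1.17.1, and figures used matplotlib 3.10.9. Gene positions are from GENCODE M21 (mm10).

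Genes are named by a rule set before the data were examined: in each comparison, among genes with an adjusted p under 0.05 whose 2 groups do not overlap, the 3 largest and 3 smallest log2 fold changes; the genes the paper names; and the 3 genes on both Bonferroni sheets of Table S3. Of the 11 genes the paper names, 2 are not reported here, although the adjustment over these genes was made over all 11. Alternatives were a common lowest value, centring on the median of genes detected in all samples (applied on top of the quantile normalization, which cannot be undone), genes detected in at least 3 or 6 samples, a mean of at least 3, a pseudocount of 0.1 in place of 1 (taking the values as the log2 of expression plus 1), array weights, voom weights (on the values returned to the linear scale), limma-trend, robust eBayes, fits of 2 groups only, a detection covariate, the replicate number as a block and each sample left out in turn, with other distances, rankings and permutations for clustering and GSEA. Replicate numbers come from the sample labels. No batch is given in the labels or the methods.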

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

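The tests of Kcnq1ot1 and 2700054A10Rik were chosen only after their values were seen. Kcnq1ot1 and 2700054A10Rik, which the paper lists in Table S3 without discussing them, had a signal in every young and aged CASIN-treated sample and none in any of the 5 aged samples. The lowest log2 value among the 7 young and CASIN-treated samples was 15.61 for Kcnq1ot1 and 7.34 for 2700054A10Rik. Kcnq1ot1 had rank 2 or 3 among all 22548 genes in each sample that detected it. These were the 2 genes with the strongest difference in both comparisons and the only 2 that the Bonferroni threshold kept.

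Several explanations were weighed for this pattern. Low detection in the aged samples is not one, because these detected more genes than the others (62.6% against 41.3%). Reads assigned to an overlapping gene were not seen in Kcnq1 and Smok4a, where the highest value in an aged sample was 0.23, which is a lowest value. Other annotated genes that overlap the 2 were not analysed here. Smok4a itself was detected in 4 of the 7 other samples and in 0 of 5 aged samples. A search through groupings could by itself give 2 genes at the lowest value in 5 samples and above it in the other 7, since 161 of the 792 groupings of 5 against 7 samples have as many. It did not account for the level: 1 grouping (the aged samples) had a gene at the lowest value in the 5 and at this level in the 7, and the next grouping reached 6.87. Separate processing or annotation of the aged samples remains open. With it, genes might also be missing from all other samples, and 3 genes (Msl3l2, Rbm4 and Rnf122) were detected in all aged samples alone, but at means of at most 4.82, a level that 57 of the 792 groupings reach for such a gene. The labels give no batch, so an effect of age that CASIN reverses, for which the design provides, cannot be told apart from a difference in how the aged libraries were handled. A gene that goes from no signal to a rank among the highest of all genes would be worth checking in the reads.

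In 5 of 36 groups of 4 or 5 samples one sample stood far from the others, where chance gives 1.8. Kcnq1ot1 was 15.61 in young replicate 2 and 15.93 in the other 3 young samples, a step of one rank. Plin5 was 0.48 in aged replicate 0, where the other aged samples were at 0.16 to 0.23. Polr1d was 2.03 in young replicate 4, with the other young samples at their lowest value, up to 0.67. Lmnb1 was 1.16 in aged replicate 2, with the other aged samples at their lowest value, up to 0.23. Lmnb2 was 5.04 in young replicate 3, with the other young samples at their lowest value, up to 0.67. In the cases of Polr1d, Lmnb1 and Lmnb2 a single sample detected the gene, which is what sparse detection of a weakly expressed gene gives; no biological explanation was tested.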

How the results depend on the processing

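The alternatives were set before the data were examined, except 5 that are named here as chosen after seeing the data. The share of genes at the lowest value and the clustering statistic kept their direction under each alternative that could move them. The clustering statistic was negative in all of them, and its exact permutation p was under 0.05 except over the genes with an unadjusted p under 0.01 in either comparison (-0.00436, p = 0.786). The statistic was not computed over the 6 genes with an adjusted p under 0.05. In the tree of those genes the CASIN-treated samples joined young samples at a distance of 0.130 and aged samples at 1.504. Those genes were selected in the same samples for a difference from aged HSCs, which favours such a tree. Over the genes detected in all 12 samples, an alternative chosen after seeing the data, the clustering statistic was -0.0189 (exact permutation p = 0.00794). Centring cannot change the clustering statistic, and a common floor, centring and the pseudocount cannot change the share of genes at the lowest value. The correlation of the log2 fold changes ran from 0.357 (with the replicate block, chosen after seeing the data) to 0.472. This correlation and the distance ratios moved by less than their jackknife errors, which for the short gene lists are so wide (0.827 and 0.731) that this says little; the ratio over genes with an adjusted p under 0.05 ran from 0.054 to 0.887, the highest value without Kcnq1ot1 and 2700054A10Rik (chosen after seeing the data) and 0.706 with voom weights. With genes of any of the 3 comparisons, also chosen after seeing the data, the ratio at an unadjusted p under 0.01 was 1.10. The noise-corrected ratio has no value, since its squared distances came out below 0.

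The counts of genes depended on the processing. With a common floor, 4 genes passed the Bonferroni threshold in the CASIN comparison and 78 genes had an unadjusted p under 0.01 in both comparisons (51 as reported). With genes detected in at least 3 samples, 2 genes in each comparison had an adjusted p under 0.05. With genes detected in at least 6, these were 2 and 2. The unadjusted p under 0.05 was met by 787 and 551 genes, and the p under 0.01 by 116 in the CASIN comparison and by 27 in both. With the mean filter there were 2 and 2 genes with an adjusted p under 0.05, 446 and 301 with a p under 0.05, 145 and 68 with a p under 0.01, and 15 in both; these 3 filters keep 19111, 11585 and 5686 genes. With a pseudocount of 0.1, 2 and 2 genes had an adjusted p under 0.05. With voom weights 35 and 31 did, 10 and 6 passed the Bonferroni threshold, and 338 genes of the CASIN comparison had a p under 0.01. With limma-trend 2 and 2 genes had an adjusted p under 0.05, 198 genes a p under 0.01 and 2091 a p under 0.05 in young against aged HSCs, and 15 genes a p under 0.01 in both. With the detection covariate 2 and 9 genes had an adjusted p under 0.05, and 350 genes of the CASIN comparison a p under 0.01. With the replicate block 2 and 1 genes had an adjusted p under 0.05 and 1 and 1 passed the Bonferroni threshold, with 254 and 233 genes at a p under 0.01. The deviations of same-numbered samples correlated at 0.0019 (young and aged, 4 pairs), 0.037 (CASIN-treated and aged, 2 pairs) and -0.023 (young and CASIN-treated, 2 pairs), so the numbers do not pair the samples. The cause of these changes was not tested. Under all 13 of these alternative fits, Kcnq1ot1 had an adjusted p under 0.05 in both comparisons, and 2700054A10Rik did except with the replicate block in the CASIN comparison (0.084).

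The NES of young against aged HSCs was past its threshold as reported (p = 0.0385) but not with a common floor (-1.17, permutation p = 0.119), genes detected in at least 6 samples (-1.25, 0.101), the mean filter (-1.02, 0.432), phenotype permutation (-1.30, 0.111), ranking by log2 fold change (-1.24, 0.0636), weight 0 (-1.52, 0.0766) and, chosen after seeing the data, ranking by the moderated t with the replicate block (-1.29, 0.0518). Median scaling raises all log2 fold changes of a comparison alike (by 0.45 and 0.35), so what it does to the scores does not concern this gene set in particular. With it no score could be given for young against aged HSCs, since no permuted set had a score of that sign. The other p-values of the scores also rest on the permutations of the same sign only. Whether they fall on one side of the threshold or the other may therefore depend on few permutations. In the CASIN comparison the NES changed sign with median scaling (0.669, permutation p = 0.986) and with the replicate block, chosen after seeing the data (0.950, 0.575). The causes of the changes other than with median scaling were not tested.

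Across the 12 fits that each left out one sample, the genes with an adjusted p under 0.05 numbered from 2 to 16 in young against aged and from 2 to 51 in CASIN-treated against aged HSCs, and those past the Bonferroni threshold from 2 to 7 and from 2 to 13. In the same order, those with a p under 0.01 from 292 to 333 and from 200 to 391, and those with a p under 0.05 from 1137 to 1278 and from 920 to 1619. Shared genes numbered from 37 to 81. The correlation ran from 0.340 to 0.465, the distance ratios from 1.01 to 1.16, 0.874 to 1.13, 0.194 to 0.963 and 0.0593 to 0.712 with rising stringency, and the clustering statistic from -0.0555 to -0.0307. The NES ran from -1.58 to -1.06 and from -1.19 to 0.819, and the difference in genes at the lowest value from 24.4 to 31.2 and from 2.09 to 31.3 percentage points. In the CASIN comparison the highest of these, without CASIN replicate 2, was the only one with an exact permutation p under 0.05 (0.0476).

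None of the single-gene log2 fold changes that changed sign had an adjusted p under 0.05. In young against aged HSCs these were Plin5 (-0.14) and Polr1d (-0.0723) with a common floor and Cdc42 (0.14) with the detection covariate. In the CASIN comparison they were Lmna (0.30), Lmnb2 (0.34) and Cdc42 (0.21) with median scaling (where the common rise of 0.35 alone turns the sign), Lmna (0.21) and Lmnb2 (0.21) with a pseudocount of 0.1, Lmnb2 (0.0332) with voom weights, Lmna (0.83), Lmnb2 (0.15) and Cdc42 (0.34) with the detection covariate, and Lmna (0.13), Hoxb4 (-0.56), Cdc42 (2.30) and Arhgap1 (-0.52) with the replicate block. With one sample left out, sign changes occurred in the ranges of Polr1d (-0.0806 to 0.58), Lmnb2 (-0.17 to 1.37) and Cdc42 (-1.72 to 0.11) in young against aged HSCs and of Lmna (-1.69 to 0.78), Lmnb2 (-0.16 to 0.13) and Cdc42 (-1.39 to 1.92) in the CASIN comparison. With all samples kept, single-gene results lost an adjusted p under 0.05 in 35 cases and gained one in 2. The losses were 7 of 11 settings for Rnf122 and 9 of 13 for Ldlrad2 in young against aged HSCs, and 6 of 11 for Rnf122, 6 of 11 for Plin5, 6 of 12 for Polr1d and 1 of 13 for 2700054A10Rik in the CASIN comparison. The unknown depth limits what a lowest value means: a gene without signal in one library may be expressed below what it could detect, and with 4 against 5 samples 6 of 200 simulated changes of 4 log2 units were recovered.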

Differences from the paper's values

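The text of the paper gives 530 differentially expressed genes in young against aged HSCs, where 1202 genes had an unadjusted p under 0.05 here; of the alternatives set before the data were examined, each sample left out in turn included, 787 genes (detected in at least 6 samples) and 446 genes (mean filter) fell within 1.5 times of it, and the others did not. In aged CASIN-treated against aged HSCs the paper's value is 387, against 993 here, with 551 and 301 under the same 2 alternatives and none of the others within 1.5 times. At an unadjusted p under 0.01, where the sheets of Table S3 end, 303 genes stood against the paper's 530, with 371 (common floor), 356 (array weights) and 431 (voom weights) within 1.5 times, and 209 against the paper's 387, with 338 (voom weights), 295 (limma-trend), 350 (detection covariate) and 391 (without CASIN replicate 2).

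Table S3 holds 54 genes with an adjusted p under 0.05 by the paper's calls in young against aged HSCs, against 4 here; no alternative set before the data were examined came within 1.5 times, voom weights coming nearest with 35. In the CASIN comparison the paper's count is 31 against 5 here, and voom weights gave 31. Without CASIN replicate 1 the count was 23, and no other alternative came within 1.5 times. The Bonferroni sheets hold 16 and 12 genes by the paper's calls, against 2 and 2 here; voom weights gave 10 and 6. Without CASIN replicate 2 the count in the CASIN comparison was 13, and no other alternative came within 1.5 times. Pdha2, which is on both Bonferroni sheets, had an adjusted p of 0.182 and 0.282 here, and of 0.00853 and 0.00665 with voom weights. Without aged replicate 4 it also passed 0.05.

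The nominal p of the GSEA is about 0.071 in Fig. 2f, read by eye, for young against aged HSCs, against 0.0385 here; genes detected in at least 6 samples (0.101), ranking by log2 fold change (0.0636) and weight 0 (0.0766) gave values within 1.5 times of it. So did leaving out young replicate 3 (0.0714) or 5 (0.0600) or aged replicate 2 (0.0833), 4 (0.0556) or 5 (0.0541), and the other alternatives set before the data were examined did not. In the CASIN comparison it is about 0.22 in Fig. 2f, read by eye, against 0.0769 here; genes detected in at least 3 samples (0.172), phenotype permutation (0.267), ranking by log2 fold change (0.282) ranking by the moderated t (0.153) and leaving out aged replicate 5 (0.322) came within 1.5 times, and the others did not.

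The paper states that CASIN-treated samples cluster closer to young than to aged HSCs. Over all genes the difference in correlation distance had the sign for closer to aged HSCs here (-0.0451), but so it had for the young samples themselves (-0.0334), so over all genes this statistic does not contradict the paper. Over the genes detected in all 12 samples the difference was -0.0189 for CASIN-treated and 0.0141 for young samples. The CASIN-treated samples shared a branch with the young samples when clustered over the 6 genes with an adjusted p under 0.05. Those genes were selected in the same samples for a difference from aged HSCs, so this branch is no independent evidence for the paper's statement. The paper states that the distance between young and CASIN-treated samples falls at each step of stringency. Relative to the CASIN-aged distance it did so here (1.08, 0.982, 0.355 and 0.0643), while in log2 units per gene it was 1.44, 2.98, 2.84 and 0.82.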

Other observations

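The tests on receptor genes, on separate aged references, on genes detected in all samples, on the correlation of young with aged samples and on random lists matched on expression were chosen only after the result was seen; the tests on other splits and labellings and on chromosome 11 were set before.

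Other splits of the samples were used to judge the counts of genes. Young and aged HSCs share 4 replicate numbers, so the real split was compared first with the 16 splits that part the same-numbered samples. Of these, 4 gave as many genes with an adjusted p under 0.05 as the real one, 7 as many past the Bonferroni threshold, 1 (the real one) as many with a p under 0.01 and 1 as many with a p under 0.05; 16 splits cannot give a share under 0.05. The other splits differ in leaving same-numbered samples together. Of 100 splits drawn from all possible ones, 20 and 27 gave as many adjusted and Bonferroni genes, and 1 each as many with a p under 0.01 and 0.05. For the 3 CASIN-treated and 5 aged samples, 5, 7, 15 and 9 of the 16 splits parting same-numbered samples gave as many genes at the 4 thresholds (adjusted, Bonferroni, 0.01 and 0.05), and 29, 37, 53 and 41 of all 56 splits did. With all samples kept, the number of genes that differ between CASIN-treated and aged HSCs is thus no larger than arbitrary splits give. The unadjusted counts for young against aged HSCs, in contrast, exceed those of the other 99 splits drawn. The real split, however, also parts the samples wholly by the number of genes detected. In 375 of the 1202 genes with an unadjusted p under 0.05 from limma, one group was wholly at the lowest value. The excess therefore cannot tell an effect of age from a difference in what the libraries detected. Without CASIN replicate 2 the counts for CASIN-treated against aged HSCs were 51, 13, 391 and 1619 at the 4 thresholds. No splits were made without this sample, so these counts cannot be judged in the same way.

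The similarity of the 2 comparisons was set against 100 labellings of the 12 samples that keep same-numbered samples in different groups, the gene lists being chosen again each time. As many shared genes as the 51 observed came from 17 of the 100 labellings, a correlation as high as 0.412 from 39, and a distance ratio over genes with a p under 0.01 as low as 0.982 from 75. A candidate explanation for the correlation is that both comparisons use the same aged samples: with 2 separate references the mean r fell to 0.036. The ratios over genes with an adjusted p under 0.05 and past the Bonferroni threshold were as low in 2 of 96 and 2 of 94 labellings that gave such genes, so these low ratios are not what arbitrary labels give; they rest on Kcnq1ot1 and 2700054A10Rik, whose pattern has a technical explanation that remains open.

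Fewer genes were detected in young than in aged HSCs. Olfactory and vomeronasal receptor genes (1399 genes, chosen as a family that HSCs have no known need for) were detected at 12.1% on average in young, 41.9% in aged and 33.0% in CASIN-treated samples, from 8.43% to 75.4% in single samples. The difference between young and aged samples had an exact permutation p of 0.0159, here the doubled one-sided p. The groups did not overlap, the highest young sample being at 19.2% and the lowest aged sample at 24.8%. The p over all genes counted absolute differences instead, so the 2 p-values cannot be compared. Across the 12 samples the percentage of receptor genes detected rose with that of all other genes (Pearson r = 0.983, permutation p = 1e-05). Spearman rho was 0.986 (permutation p = 1e-05, the smallest p that 100000 resamples give). Without the 2 samples farthest from the median, r was 0.962. A candidate explanation is that libraries differ in how much they detect of any gene, through depth, cell number, amplification or background, and this cannot be told apart from a true difference between young and aged HSCs, since each young sample detected fewer genes than each aged one. CASIN replicate 2 detected 88.8% of genes against 30.4% and 32.3% in the other CASIN-treated samples, which treatment does not explain. Among the 20 genes with the highest mean are Olfr613, Vmn1r58 and Olfr856-ps1 (14.14, 12.88 and 12.79), a further reason to look at the reads.

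The closer correlation of CASIN-treated with aged than with young samples was tested on the 2143 genes detected in all 12 samples, where the number of detected genes cannot act through genes at the lowest value. The difference kept its sign there (-0.0189), so genes at the lowest value do not wholly explain it. Other ways in which library detection could act on the values of these genes were not tested and cannot be excluded. Another candidate explanation is that aged samples correlate more highly with samples of any group. Over all genes this fits: young samples, too, were closer to aged samples than to each other (mean difference -0.0334, 4 of 4 samples), so the result over all genes does not show a likeness to aged HSCs. Over the 2143 genes young samples were closer to each other on average (0.0141, with 1 of 4 closer to aged).

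The negative GSEA score of the H4K16ac peak genes in young HSCs may come from their expression level: 65 of 1000 random lists matched on mean expression scored as low.

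Because the paper studies the position of chromosome 11, the mean log2 value of its 1698 genes was compared with that of 20728 genes on other chromosomes. The difference was higher in young than in aged HSCs by 0.11 (exact permutation p = 0.238, the doubled one-sided p). It was higher in CASIN-treated than in aged HSCs by 0.06 (exact permutation p = 0.643, likewise doubled). No change of the chromosome as a whole was thus detected.

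The paper reports RT-PCR or imaging for several genes that also have RNA-seq values. Lmna (chromosome 3, 88480147 to 88509956) was detected in 2 of 4 young, 3 of 5 aged and 1 of 3 CASIN-treated samples, with log2 values of 3.34 ± 3.23, 2.29 ± 2.45 and 2.24 ± 2.83 (SD); the adjusted limma p was 0.899 for young against aged and 1.00 for CASIN-treated against aged HSCs. Lmnb1 and Lmnb2 were detected in 4 and 5 of the 12 samples. Hoxb4 had values of 4.84 ± 3.53 in young, 2.58 ± 2.51 in aged and 4.15 ± 3.16 in CASIN-treated HSCs (SD), and Mllt6 had 2.49 ± 1.60, 4.15 ± 2.04 and 5.62 ± 1.98 in the same order. None of the 11 genes the paper names had an adjusted p under 0.05 over all genes in either comparison, with 1 gene in each at an unadjusted p under 0.05. With the adjustment made over the 11 alone, Actb passed in young against aged HSCs (5.90 ± 2.09 against 2.27 ± 0.70, SD; adjusted p = 0.0185 from limma).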
